# Calcium and Calcineurin-NFAT Signaling Regulate Granulocyte-Monocyte Progenitor Cell Cycle via Flt3-L

**DOI:** 10.1002/stem.1813

**Published:** 2014-11-26

**Authors:** Jan Fric, Clarice XF Lim, Alexandra Mertes, Bernett TK Lee, Elena Viganò, Jinmiao Chen, Francesca Zolezzi, Michael Poidinger, Anis Larbi, Herbert Strobl, Teresa Zelante, Paola Ricciardi-Castagnoli

**Keywords:** Flt3 signaling, Cyclosporine A, Hematopoiesis, Myeloid differentiation, Tacrolimus

## Abstract

Maintenance of myeloid progenitor cells is controlled by complex regulatory mechanisms and is orchestrated by multiple different transcription factors. Here, we report that the activation of the transcription factor nuclear factor of activated T cells (NFAT) by calcium-sensing protein calcineurin inhibits the proliferation of myeloid granulocyte–monocyte progenitors (GMPs). Myeloid progenitor subtypes exhibit variable sensitivity to induced Ca^2+^ entry and consequently display differential engagement of the calcineurin-NFAT pathway. This study shows that inhibition of the calcineurin-NFAT pathway enhances the proliferation of GMPs both in vitro and in vivo and demonstrates that calcineurin-NFAT signaling in GMPs is initiated by Flt3-L. Inhibition of the calcineurin-NFAT pathway modified expression of the cell cycle regulation genes *Cdk4, Cdk6*, and *Cdkn1a* (*p21*), thus enabling rapid cell cycle progression specifically in GMPs. NFAT inhibitor drugs are extensively used in the clinic to restrict the pathological activation of lymphoid cells, and our data reveal for the first time that these therapies also exert potent effects on maintenance of the myeloid cell compartment through specific regulation of GMP proliferation. Stem Cells *2014;32:3232–3244*

## Introduction

Regulation of myeloid hematopoiesis plays a key role in the maintenance of innate immune responses. The nuclear factor of activated T cells (NFAT) family of transcription factors has been recently been identified as an important player in the renewal of various myeloid cell subsets 1,2. The NFAT family has five members, of which the activation cascade of NFAT1-4 is driven by increased levels of intracellular Ca^2+^. Ca^2+^ is sensed by calmodulin, which activates calcineurin-mediated dephosphorylation of NFAT resulting in translocation of NFAT into the nucleus 3–5. Apart from its crucial and well-described role in embryogenesis 6,7 and T cells 3, the calcineurin-NFAT pathway controls several innate immune functions of dendritic cells (DCs), macrophages, mast cells, megakaryocytes, and osteoclasts 2,8. NFAT signaling also regulates apoptosis of terminally differentiated DCs 9, further promoting maintenance of the steady-state. In contrast, during infection, the calcineurin-NFAT pathway is required for effective neutrophil responses to *Candida* 10 and effective macrophages responses to *Leishmania* 11.

As well as being involved in myeloid cell functions, NFAT now appears to be important for myeloid compartment development 1 and megakaryopoiesis 12. Although myeloid cells are present in mice lacking calcineurin-NFAT signaling 13, NFAT deficiency leads to progressive abnormalities including extramedullary hematopoiesis in the spleen and reduced numbers of hematopoietic stem cells (HSCs) in bone marrow (BM) 14. In humans, there is parallel evidence for involvement of NFAT in the differentiation of immunomobilized CD34^+^ HSCs 15. However, in each case, the mechanisms underlying these effects of NFAT are unknown. Myeloid hematopoiesis proceeds from HSCs, through multipotent progenitors (MPPs), common myeloid progenitors (CMPs), and finally to GMPs that give rise to fully committed myeloid cells 16. Within the myeloid lineage, NFAT negatively regulates the differentiation of megakaryocytes 12,17 and induces development of osteoclasts 18. Genes regulating the cell cycle have been identified as NFAT targets in T cells, 19 stem cells 20, and in embryonic development and lineage specification 21, but not in the myeloid compartment. Indeed, the main networks regulating proliferation and differentiation in hematopoietic progenitors have also been identified 22, but a role for NFAT in the maintenance of myeloid progenitor cells has not previously been reported.

The hematopoietic process is controlled by growth factors and cytokines, including SCF, IL-3, and IL-6 23, and specifically, in the case of myeloid cells by G-CSF, M-CSF, GM-CSF 24,25, and Flt3-L 16,26,27. Interestingly, SCF, IL-3, IL-6, and GM-CSF signaling all increase the levels of intracellular Ca^2+^ in HSCs 28–30. Furthermore, IL-3 and GM-CSF signaling are associated with phospholipase Cγ (PLCγ_2_), the main driver of increases in intracellular Ca^2+^ levels 30, and M-CSF 25 and G-CSF 31 phosphorylate PLCγ_2_ in BM progenitors, while also being critical determinants of cell lineage commitment. Whether induction of Ca^2+^ release in any of these instances results in NFAT activation is unknown, as are the potential downstream effects on cell function. It has been shown that Flt3 ligation activates PLCγ_2_ 26,32, but the association with Ca^2+^ release, calcineurin and NFAT translocation are currently unknown. The possible link between Flt3/Flt3-L signaling and NFAT induction is particularly intriguing since Flt3-L is a key growth factor for hematopoietic progenitors and also initiates the main signaling pathway responsible for in vivo steady-state differentiation of DCs 33–37. Flt3 is expressed on MPPs, CMPs, and GMPs 16,36,37, while also sustaining progenitor expansion 38,39, and promoting the growth of colony-forming units (CFU) 40. Flt3-L is a key cytokine responsible for both development of myeloid cells 33,34,41 and promotion of inflammatory immune responses 42. Furthermore, expression of Flt3-L has been reported on GMPs 36,37 and Flt3 signaling is known to directly impact on GMP development 43; however, the mechanism underlying this process remains poorly defined.

Here, we report that NFAT is both present and functional within myeloid progenitors, and directly inhibits the proliferation of GMPs. In addition, we reveal that NFAT mobilization can be triggered by Flt3-L signaling specifically in GMPs, thus providing compelling evidence of a role for NFAT in myeloid hematopoiesis, which has direct implications for the therapeutic inhibition of NFAT in the clinic.

## Materials and Methods

### Animals

C57BL/6, C57BL/6-ppp3r1^tm1stl^/J-(Cnb1^flox^), Mx1-cre, and CD45.1 mice were from The Jackson Laboratory and were maintained under specific pathogen-free conditions. Cyclosporine A (CsA) (4 mg) or FK506 (0.4 mg) were injected intraperitoneally. C57BL/6(B6)-CD45.1/CD45.2 heterozygote recipients were lethally irradiated with 12Gy in two doses separated by 4 hours and reconstituted with five million BM cells consisting of a mixture of 50% Cnb1^flox/flox^Mx1-cre and 50% age- and sex-matched CD45.1. Cells from mice were analyzed 8 weeks after reconstitution. To induce Cnb1-knock out (KO) in Cnb1^flox/flox^Mx1-cre mice, animals were treated with five intraperitoneal injections of 250 μg of polyI:C (Invivogen) every other day for 10 days. All mice were bred in the Biological Resource Centre (A*STAR, Singapore) and handled according to institute guidelines under the approval of the Institutional Animal Care and Use Committee.

### Flow Cytometry and Sorting of BM Progenitor Populations

Lineage marker positive BM cells were depleted using biotinylated antibodies (CD45R, CD3e, Gr-1, CD19, NK1.1, TER-119, CD127, and CD11b) and streptavidin-microbeads using a cell separator (AutoMACS-Miltenyi, http://www.miltenyibiotec.com). In some experiments, progenitors were further enriched with cKIT beads. Progenitors were labeled with anti-mouse antibodies: PB-c-Kit (CD117), FITC-CD16/32, PE-Flt3 (CD135), AF647-Sca-1 (Ly6A/E), AF700-CD34. and PE-Cy7 streptavidin. The lineage-depleted cells were sorted into progenitor subsets: HSCs (Lin^−^, c-Kit^+^, Sca-1^+^, CD34^+^,Flt3^−^), MPPs (Lin^−^, c-Kit^+^, Sca-1^+^, CD34^+^, Flt3^+^), CMPs (Lin^−^,Sca-1^−^,c-Kit^+^, CD34^+^, CD16/CD32^int^). and GMPs (Lin^−^, Sca-1^−^, c-Kit^+^, CD34^+^, CD16/CD32^hi^), using an Aria II cell sorter.

### PLCγ Phosphorylation Analysis by Flow Cytometry

Lineage-negative cells were cultured for 4 hours and then stimulated for 2 or 10 minutes with rmFlt3-L (1μg/ml). Progenitor subsets were labeled with antibodies, cells were fixed and incubated with anti-pPLCγ_1_-FITC and total PLCγ_1_-PE and analyzed using the FlowCellect PLCγ_1_ Activation Dual Detection Kit (Merck Millipore, Billerica, MA, www.emdmillipore.com) according to manufacturer's instructions. Alternatively, cells were fixed and incubated with anti-pPLCγ_2_-FITC (BD Phosphoflow, BD Bioscience, Mississauga ON, www.bdbiosciences.com), according to the kit instructions, using Phosphoflow Perm Buffer III.

### Intracellular Ca^2+^ Mobilization Assay

Sorted GMP, CMP, and lin^−^Sca1^+^cKIT^+^ BM cells (LSKs), pooled HSCs and MPPs) progenitors (1.5 × 10^4^ cells per well) were plated in a black 384 wells-plate (Perkin Elmer, Waltham, MA, www.perkinelmer.com) and rested at 37°C with 5% CO_2_ for 3 hours. The cells were then incubated for 45 minutes in dark condition with 20 μl of Hanks' balanced salt solution (HBSS) containing HEPES 20 mM, probenecid 2.5 mM and Fluo4-NW (Life Technologies, Invitrogen, Carlsbad, CA, www.lifetechnologies.com). Fluorescence were measured with spectrophotometer Victor^4^ (Perkin Elmer) (excitation, 485 nm; emission, 535 nm) every second for 180 seconds after injection of the stimuli (diluted in HBSS): Flt3L (4 μg/ml), ionomycin (500 ng/ml), thapsigargin (2 μM). The intracellular calcium chelator BAPTA (10–20 μM, Invitrogen) was added to the culture 1 hour before the incubation with Fluo4-AM. The entire experiments were performed at 37°. The values (F) were normalized by the first point (F0) after the injection of the stimuli and the percentage (F/F0*100) is shown. Alternatively, lineage-depleted BM cells were loaded with Indo-1 AM (2 mM; Life Technologies, Molecular Probes, Carlsbad, CA, www.lifetechnologies.com) by incubation at 37°C for 20 minutes, and Ca^2+^ release monitored by measuring the ratio of signal from INDO-1 (Violet) BP 525/50 versus INDO-1 (Blue) BP 450/50 on a LSR II for 1 minute followed by 4 minutes after adding the trigger Flt3-L (2 μg/ml), ionomycin (500 ng/ml), thapsigargin (2 μM). Cells were kept in at a temperature of 37°C until the measurement. Kinetics was analyzed using FlowJo software.

### Luciferase Assay

Lineage-depleted cKIT^+^ cells or the HSC line were transduced using Cignal Lenti NFAT Reporter (luc) Kit (Quiagen, SabBiosciences, Venlo, Netherlands, www.sabiosciences.com), using Transcriptional Regulatory Element Sequence GGA GGA AAA ACT GTT TCA TAC AGA AGG CGT according to protocol. Luciferase activity was detected 4 hours after trigger using ONE-Glo Luciferase Assay System (Promega, Madison, WI, www.promega.com).

### Cell Culture

BM cells were cultured in IMDM (containing 200 ng/ml mrFlt3-L (Stem cells), 10% heat-inactivated FCS (Life Technologies), streptomycin 100 mg/ml, and penicillin 100 U/ml) at 3 × 10^6^cells per milliliter. For culture of sorted progenitors, stem cell factor (SCF; 50 ng/ml), IL-6 (20 ng/ml), and IL-3 (10 ng/ml; all R&D Systems, Minneapolis, MN, http://www.rndsystems.com) were added (referred to as HSC medium). Two micrograms per milliliter CsA or 0.2 µg/ml FK506 (Cell Signaling Technology, Danvers, MA, www.cellsignal.com) were added to the cell culture for 30 minutes preceding the addition of Flt3-L/GM-CSF and were maintained throughout the culture.

### Isolation and Culture of Primary Human CD34^+^ Cells

CD34^+^ umbilical cord blood cells (CB) were obtained from full-term healthy deliveries after informed consent and purified as described previously 44,45. Cells were cultured in 24-well plates (2 × 10^4^ cells per well) in serum-free X-vivo 15 medium (BioWhittaker, Lonza, Walkersville, MA, www.lonza.com) supplemented with 100 ng/ml Flt3-L in presence or absence of CsA (2μg/ml). Approval was obtained from the Medical University of Vienna Institutional Review Board.

### Immunofluorescence Labeling

GMPs were fixed after sorting or cultured for 24 hours in HSC medium followed by stimulation with ionomycin (500 ng/ml) for 15 minutes. Cells were fixed with paraformaldehyde (2%) before permeabilization in 0.5% Saponin, and blocking for 1 hours with 3% bovine serum albumin. Cells were incubated for 1 hours (37°C) with anti-NFAT2 antibody (10 µg/ml) (Thermo Scientific, Waltham, MA, www.thermoscientific.com) followed by secondary antibody (AF633 goat anti-mouse IgG, Life Technologies, Molecular Probes) at 1 µg/ml and DAPI at 2 µg/ml. Cellular localization of NFAT2 was visualized using an Olympus FV1000 confocal microscope.

### CFU Assay

Mouse BM cells were cultured at 4 × 10^4^ cells per milliliter in MethoCult M3534 (StemCell Technologies, Vancouver, BC, www.stemcell.com). MethoCult (500 µl per well) were plated in a 12-well suspension culture plate (Greiner, Sigma Aldrich, St. Loius, MO, www.sigmaaldrich.com) and incubated at 37°C in 5% CO_2_. Colonies were counted under the light microscope after 5–7 days.

### Cell Proliferation Analysis

For in vitro bromodeoxyuridine (BrdU) assays, cells were pulsed with 1 mM BrdU for 1 hours. For in vivo BrdU assays, mice were injected with CsA (4 mg/mouse), FK506 (0.4 mg/mouse), or vehicle. At the 48 hours time-point, mice were killed and BM analyzed. BrdU (1.5 mg/mouse) was injected 1 or 18 hours before analysis. BM was lineage-depleted and progenitors populations labeled and gated as described in the sorting strategy above. Cells were fixed and labeled using a BrdU flow cytometry kit (BD Biosciences). Proliferation was also assessed by CFSE dilution (Life Technologies, Molecular Probes), cells were labeled with 2 μM CFSE following the manufacturer's protocol.

### Quantitative Real-Time PCR

Total cellular RNA was extracted by Trizol (Invitrogen) phase separation followed by purification using RNeasy Mini/Micro kit (Qiagen), or by using the *Arcturus PicoPure* RNA Isolation Kit. Reverse transcription was carried out using high-capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems), or with SuperScript III First Strand Synthesis System for RT-polymerase chain reaction (PCR) (Invitrogen). Real-time PCR was carried out with primers listed in the Supporting Information using GoTaq qPCR Master Mix (Promega).

### Microarray Hybridization and Analysis

Total RNA was extracted using a double extraction protocol. ssDNA was prepared, fragmented, and labeled according to the Affymetrix protocol. Fragmented ssDNAs were hybridized to the standard arrays for 17 hours at 45°C; the arrays were then washed and stained using the fluidics station and then scanned using GeneChip Scanner 3000. The gene expression data were then filtered for only probes where the associated gene had a valid NCBI Entrez Gene ID to restrict data to well annotated genes. Gene ontology terms were used to identify genes involved in regulation of cell cycle and transcriptional regulation of differentiation and hematopoiesis. These genes were then tested using a series of two-way analysis of variance (ANOVA) to identify genes that differed in their expression levels due to time or treatment. Processing of the data used Accelrys Pipeline Pilot with visualizations in TIBCO Spotfire. All microarray data files are available for free download at the Gene Expression Omnibus (GEO accession number: GSE47208, http://www.ncbi.nlm.nih.gov/geo. Detailed procedure is described in Supporting Information Methods.

### Statistical Analysis

Unless specified differently in the legend, all values are shown as means ±SEM. Student's *t*-test was used to identify significant differences between groups. For all tests, the 0.05 confidence level was considered statistically significant. In figures, *denotes *p* < .05, **denotes *p* < .01, and ***denotes *p* < .001 in an unpaired Student's *t*-test.

## Results

### Calcineurin-NFAT Inhibitors Cyclosporin A and FK506 Selectively Increase Proliferation and Numbers of GMPs In Vivo

We have previously observed that calcineurin inhibitors enhance myelopoiesis 1. To identify which hematopoietic progenitors are regulated by calcineurin-NFAT signaling, mice were treated with the calcineurin-NFAT inhibitor drugs CsA or Tacrolimus (FK506). After 48 hours of CsA treatment, we detected no change in the percentage of HSCs, MPPs and CMPs among lineage-negative BM cells, whereas percentages of GMPs were significantly increased (Fig. 1A, 1E). The proliferation rate of GMPs was then assessed by BrdU incorporation and DNA content analysis (Fig. 1B). The percentage and total number of proliferating BrdU-positive GMPs (Fig. 1B) was significantly increased in CsA-treated mice. Significant effects of calcineurin-NFAT inhibition on GMP proliferation were also observed with the alternative drug inhibitor FK506 (Fig. 1C–1E). Supporting Information Figure 1A shows the gating strategy used. Increased cell cycle progression upon in vivo administration of both CsA and FK506 was specifically observed in GMPs, whereas CMPs were not affected (Fig. 1A, 1C, 1E). Treatment with calcineurin-NFAT inhibitors did not significantly change the total numbers of BM cells or splenocytes (Supporting Information Fig. 2A, 2B), while numbers of LSKs, MPPs, CMPs and GMPs in BM show similar trend as percentage obtained after both inhibitors treatment (Supporting Information Fig. 2C). Accordingly, when BM cells were cultured in methylcellulose medium containing SCF, IL-3, and IL-6, BM from mice treated with CsA gave rise to significantly higher numbers of granulocytic and monocytic CFU (CFU-GM) than did the BM of untreated animals (Fig. 1F).

**Figure 1:**
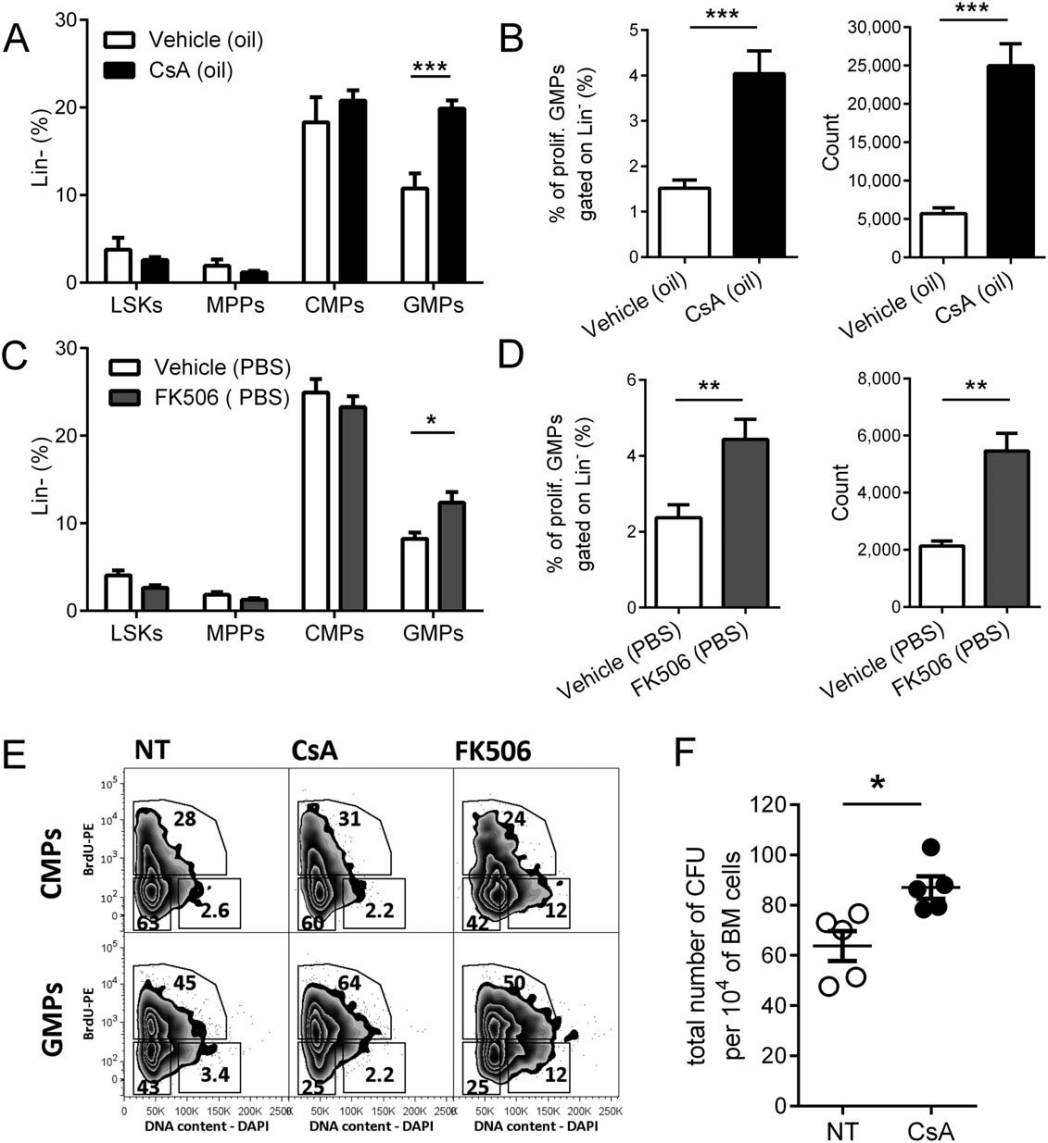
Calcineurin-nuclear factor of activated T cells (NFAT) inhibition results in increased granulocyte–monocyte progenitor (GMP) proliferation in vivo. (A–D): Quantification of the percentage of hematopoietic progenitors in bone marrow (BM) upon in vivo treatment with Cyclosporine A (CsA) (A, B) and FK506 (C, D). Progenitor populations identified as LSKs (lin^−^, cKit^+^, Sca-1^+^), multipotent progenitors (MPPs) (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, FLT3^+^), common myeloid progenitors (CMPs) (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^). Percentage of progenitors among lineage negative cells from mice treated with CsA (A) and FK506 (C). (B, D): Detailed analysis of percentage and cell numbers of GMPs from mice treated with CsA (B) and FK506 (D). Mean ± SE from two independent experiments out of five is shown. At least three mice per group (vehicle, CsA, or FK506) were analyzed in each experiment, *, *p* < .05; **, *p* < .01; and ***, *p* < .001 in an unpaired Student's *t*-test. (E): Cell cycle analysis in CMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^) and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^) isolated from mice injected with CsA, FK506, or vehicle and bromodeoxyuridine (BrdU). Representative plot of cell cycle analysis gated for CMPs and GMPs is shown. Dividing cells in S phase (BrdU^+^) and M phase (DNA content - DAPI^+^) were further analyzed. Representative experiment is shown, five independent experiments were performed with 3–5 mice per experimental group. (F): Number of myeloid progenitors in BM. BM cells were plated in methylcellulose and resulting colonies counted 5–7 days later. Total number of colony-forming units (CFU) (myeloid progenitors) per 10^4^ BM cells is plotted. One representative experiment of three is shown. Mean ± SE is plotted, *n* = 5; *, *p* < .05 in an unpaired Student's *t*-test. Abbreviations: BrdU, bromodeoxyuridine; CFU, colony-forming units; CMP, common myeloid progenitors; CsA, Cyclosporine A; DAPI, 4′,6-diamidino-2-phenylindole; GMP, granulocyte–monocyte progenitor; LSK, lin^−^Sca1^+^cKIT^+^ bone marrow cells; MPP, multipotent progenitors; NT, non-treated; PBS, phosphate-buffered saline; PE, phycoerythrin.

These data indicate that GMPs but not LSKs, MPPs, or CMPs exhibit increased proliferation after inhibition of the calcineurin-NFAT pathway in vivo.

### Calcineurin (*Cnb1*) Deficiency in HSCs Increases the Frequency of GMPs In Vivo

To confirm the effects of calcineurin-NFAT signaling on GMP proliferation in vivo, we next generated mice that harbor a conditional knockout of the regulatory subunit of calcineurin (*Cnb1, Ppp3r1*) 46 in all hematopoietic cells. Cnb1^flox/flox^ animals 47 were crossed with Mx1-cre mice expressing inducible cre-recombinase 48. Cnb1 knockout in HSCs in Cnb1^flox/flox^Mx1-cre mice was then induced using polyI:C injections. Irradiated recipient mice (heterozygote CD45.1/CD45.2) underwent hematopoietic reconstitution with a 1:1 mix of BM cells from Cnb1^flox/flox^Mx1-cre (CD45.2) and control (CD45.1) donors (Fig. 2A; Supporting Information Fig. 3A, 3B). After full engraftment, Cnb1 knockout was induced with polyI:C treatment, as depicted in Figure 2A. The origin and frequency of different progenitors and differentiated cells from Cnb1 knockout and control donors were measured using CD45.1 and CD45.2 expression. The ratio of Cnb1 knockout versus control origin within different cell populations was assessed by flow cytometry. Supporting Information Figure 3A illustrates the gating strategy used. Figure 2B reveals the ratio between Cnb1^flox/flox^Mx1-cre (CD45.2) and control donor (CD45.1) cells in each gated subset (CD11b^+^Gr1^+^ myeloid/granulocytic cells, CD4^+^ T cells, CD19^+^ B cells, CMPs, and GMPs). We observed significant increases in the frequency of GMPs originating from Cnb1^flox/flox^Mx1-cre BM. In contrast, CMPs and B cells remained at the original injected ratio of 1:1 cells derived from the Cnb1-knockout and control BM. Reconstituted mice also exhibited increased numbers of CD11b^+^Gr1^+^ and CD11c^+^MHCII^+^ cells in calcineurin-NFAT-impaired animals, while in contrast the majority of T cells were recruited from the control donor. Similar changes were also reflected in total cell numbers counts (Supporting Information Fig. 1D). Ratio of engrafted donor cells was 1:1 (black line, Fig. 2B). Poly I:C-induced knockout of Cnb1 was confirmed in sorted Cnb1^flox/flox^ Mx1-cre (CD45.2) DCs and CD11b^+^Gr1^+^ myeloid cells by comparing expression levels with control (CD45.1) cells (Supporting Information Fig. 3B). Furthermore, we validated knockout of Cnb1 in magnetic bead-enriched Ly6G^+^, CD11c^+^, and CD4^+^ cells obtained from Cnb1^flox/flox^Mx1-cre mice compared with cells isolated from littermate controls (Cnb1^flox/flox^Mx1-wt) (Supporting Information Fig. 3C).

**Figure 2:**
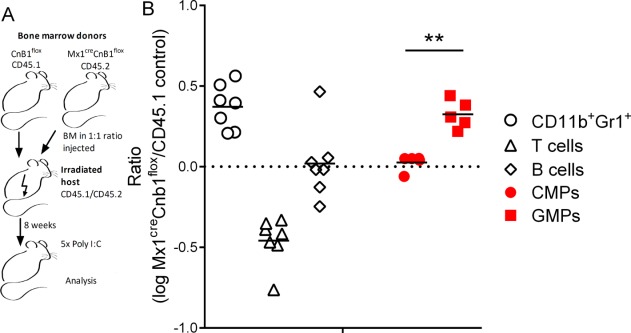
Granulocyte–monocyte progenitors (GMPs) deficient in calcineurin specifically expand in vivo over and above control counterparts. (A–B): Bone marrow (BM) chimeric mice were generated using CD45.1 control and Cnb1^flox/flox^Mx1-cre (CD45.2) BM cells mixed in 1:1 ratio as BM graft. After engraftment (8 weeks) the knock out was induced by PolyI:C injection. (A): Experimental schema showing BM from Cnb1^flox/flox^Mx1-cre (CD45.2) and control (CD45.1) donors mixed in 1:1 ratio and injected into irradiated hosts (heterozygotes CD45.1/CD45.2). (B): Different cell subpopulations (CD11b^+^Gr1^+^—myeloid cells, CD4^+^ T cells, and CD19^+^ B cells) in black were gated and changes in the donor ratio depicted as logarithm of Cnb1^flox/flox^Mx1-cre frequency divided by CD45.1 control frequency. Log of ratio for common myeloid progenitors (CMPs) and GMPs is shown in red indicating specific-change in GMPs. Original injected ratio 1:1 is 0 (black line). Ratio of each subpopulation from individual mice is shown. Representative of two independent experiments, with at least five mice in each is shown. Supporting Information Fig. 3A depicts gating strategy. Mann-Whitney test (**, *p* < .01) was used to compare changes in ratios of GMPs and CMPs. Abbreviations: BM, bone marrow; CMP, common myeloid progenitors; GMP, granulocyte–monocyte progenitor.

These results suggest that impaired calcineurin signaling confers GMPs with a proliferation advantage that impacts downstream myeloid differentiation.

### CsA Promotes the Proliferation of Flt3-L Stimulated Human CD34^+^ Umbilical Cord Blood Cells In Vitro

Flt3-L promotes myeloid and DC differentiation when added to serum-free suspension cultures of human CD34^+^ hematopoietic progenitor cells 49. We studied the effects of calcineurin inhibitor addition on the in vitro proliferation of Flt3-L-dependent human hematopoietic precursors. CD34^+^ progenitors were cultured in serum-free medium supplemented with Flt3-L in presence or absence of CsA for 3 days. CsA addition increased total cell number (Fig. 3A), percentage of dividing cells (Fig. 3B) as well as increased the rate of CFSE dye dilution (Fig. 3C). Therefore, CsA promotes the Flt3-dependent proliferation initiation of hematopoietic progenitor cells.

**Figure 3:**
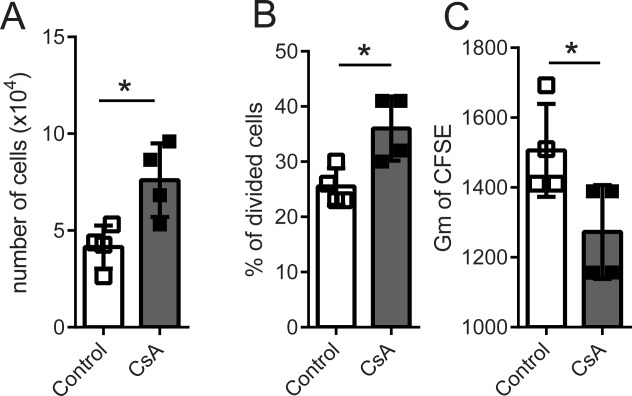
Cyclosporine A (CsA) promotes the proliferation of Flt3-L dependent human hematopoietic progenitors cells. CD34^+^ cells were loaded with CFSE dye and cultured for 3 days with Flt3-L in presence or absence of CsA (2 μg/ml). Total cell numbers (A), percentage of divided cells (B), and mean of CFSE (C) are shown. Data from four donors are shown, mean ± SE and individual value for each donor are plotted, *, *p* < .05 in an unpaired Student's *t*-test. Abbreviations: CFSE, carboxyfluorescein succinimidyl ester; CsA, Cyclosporine A.

### Calcineurin-NFAT Inhibitors Selectively Increase GMP Proliferation In Vitro and Global Expression Profiling Reveals NFAT as a Cell Cycle Regulator in Progenitor Cells

To identify the downstream processes activated by calcineurin-NFAT signaling during Flt3-L-driven differentiation of myeloid progenitors, we performed a global gene expression analysis on cKIT^+^-enriched lineage-negative primary BM cells. 

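Gene expression was measured on mouse Affymetrix arrays in lineage-negative bone marrow cells enriched for cKIT, on 21 arrays that form 7 groups of 3. One group was taken before culture (0 h). The other groups were cultured with Flt3-L for 24 h or 48 h and were left untreated, or received CsA at 2 µg/ml or FK506 at 0.2 µg/ml. The paper places these cultures in HSC medium, which by its methods also holds SCF, IL-6 and IL-3. Both drugs inhibit the phosphatase calcineurin, CsA in a complex with cyclophilins and FK506 in a complex with FK506-binding proteins. Calcineurin dephosphorylates NFAT proteins and so lets them enter the nucleus. The methods and the sample labels give Flt3-L at 200 ng/ml, and the legend of Fig. 4 gives 300 ng/ml. Each replicate came from the pooled cells of 10 mice, so the spread between replicates is a spread between pools. The deposited values are log2 signals per probe set after the authors' RMA, which corrects background, normalizes the arrays to one distribution and summarizes the probes of a set. The methods describe a filter on probes whose gene has an Entrez ID, a choice of genes by Gene Ontology terms, and tests of each gene for an effect of time or treatment.
From the 28874 probe sets, 21789 that were listed with exactly 1 gene were used, and 1 probe set per gene was kept, the one with the highest mean over all arrays. The 19938 genes were compared between groups with limma, which fits all 21 arrays together and steadies each gene's variance with that of the other genes, at a two-sided Benjamini-Hochberg adjusted p under 0.05. The 13 comparisons, the limma and list tests, the lists of genes by function and the rule for naming genes were fixed before the data were examined. Some single genes, an alternative without 3 arrays and some tests of explanations were chosen after the data had been seen. Any pair of arrays correlated at 0.964 to 0.999 over probe sets. The standard error of a log2 fold change at one time had a median of 0.0916 over genes, and the number of arrays, 3 per group, limits that precision. With known changes added to the arrays' real residual spread for CsA at 24 h, limma called 35 of 50 genes changed by 0.5 on the log2 scale and 8 of 50 changed by 0.25.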

Pooled progenitor populations (predominantly HSCs, MPPs, CMPs, and GMPs) were cultured for 24 or 48 hours in HSC medium with Flt3-L, in the presence or absence of CsA or FK506. Differentially expressed genes (DEG) were then identified within the groups: regulation of cell cycle (GO:0051726), regulation of cell differentiation (GO:0045595), and hematopoiesis (GO:0030097) (Fig. 4A; Supporting Information Table 1). 

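CsA changed 781 of 19938 genes at 24 h (297 higher and 484 lower than untreated) and 675 genes at 48 h (383 higher and 292 lower), by limma at an adjusted p under 0.05. The largest rise at both times was in Cth, cystathionine gamma-lyase, which makes cysteine. Its log2 value went from 6.97 ± 0.21 (SD, n = 3) without the drug to 9.82 ± 0.49 (SD, n = 3) with CsA at 24 h, a log2 fold change of 2.85 (standard error 0.318, adjusted p = 0.000232). At 48 h the log2 fold change was 3.06 (adjusted p = 2.19e-05). Slc7a3, a transporter of cationic amino acids, rose by 1.80 and 1.91 at 24 h and 48 h, and Slc6a9, a glycine transporter, by 1.46 and 1.66. Asns, asparagine synthetase, rose by 0.72 at 24 h and by 1.54 at 48 h (standard error 0.140, adjusted p = 6.52e-06). Among the 10 largest rises at both times were also P2rx3, an ATP-gated ion channel (2.17 and 2.74, and 0.32, not called, and 0.47 on its other probe set), Aldh1l2, a mitochondrial folate enzyme (1.40 and 1.48), Chac1, which breaks down glutathione (1.39 and 1.54), and Bhlha15, a transcription factor of secretory cells (1.37 and 1.57). The 10 largest also held Klk1b11 (2.19), Cox6a2 (1.69) and Trib3 (1.39) at 24 h, and Mt2 (1.70) and Glrp1 (1.47) at 48 h.
The genes among the 10 largest falls at both times were Fcnb, Ear6, Il1f9 and Fn1. Fcnb, the ficolin of myeloid cells, fell by 1.28 at 24 h (standard error 0.237, adjusted p = 0.00672) and by 1.35 at 48 h. Ear6, an eosinophil-associated ribonuclease, had log2 fold changes of -1.89 and -1.80. Il1f9, a cytokine of the interleukin-1 family, had -2.09 and -1.43, and Fn1, fibronectin, -1.06 and -1.41. The other large falls at 48 h were in Klrb1b, a lectin-like receptor (-2.19), Slfn1 of the schlafen family (-1.88), Il1b, interleukin-1 beta (-1.81), Cd209a, a C-type lectin (-1.72, standard error 0.388, adjusted p = 0.0171), Hpgd, which breaks down prostaglandins (-1.62), and Arg2, mitochondrial arginase (-1.42). At 24 h they were in Lrg1 (-1.32), Epx (-1.25), Btla (-1.24), Pilra (-1.16), Mgam (-1.12) and Cd302 (-1.10). Of the genes called at both times, 77 were higher at both and 94 lower at both, and none went opposite ways. Independent calls would give 5.71 and 7.09. The fold changes rest on separate arrays, but both calls use the same variance per gene, so these numbers may be too low. Over all genes the effects at 24 h and 48 h correlated at 0.0413, and 34.6% of genes went the same way. Without the dimmest 50% of genes these were 0.347 and 45.9%. Over both times together CsA changed 972 genes (375 higher and 597 lower). The CsA and untreated arrays did not overlap for 31.3% of genes at 24 h and 22.6% at 48 h. Chance gives 10% on average, but genes move together, so 1 comparison can depart from that. At 24 h the arrays as a whole also differed. The SD over probe sets was 2.186 to 2.272 with CsA and 2.279 to 2.306 without it. The medians did not overlap either (7.1851 to 7.3253 and 7.1514 to 7.1845). The share at 24 h may thus hold this difference between arrays.
By the methods' t-test CsA gave 3055 genes at 24 h and 2624 at 48 h at an unadjusted p, and 0 and 2 at an adjusted p, and limma fitted to only the arrays compared called 89 and 347. With the replicate number added to the model limma called 1075 and 960. The counts depend on single arrays. At 24 h the count was 2784 without 24 h CsA replicate 3, 241 without 24 h CsA replicate 2, and 270, 309 and 155 without untreated replicates 1, 2 and 3, and it was 5 without replicate 2 of every group. Without 24 h CsA replicate 3 most called genes were higher (1791 higher and 993 lower, 64.3% higher), the reverse of the fit of all arrays. In the other fits named for 24 h most were lower. At 48 h it was 207 without CsA replicate 3, 439 without CsA replicate 2 and 313 without untreated replicate 1, and the share of called genes that were higher at 24 h moved from 38.0% to 48.5% after quantile normalization and to 13.4% with arrays centred on their medians.

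**Figure D1:**
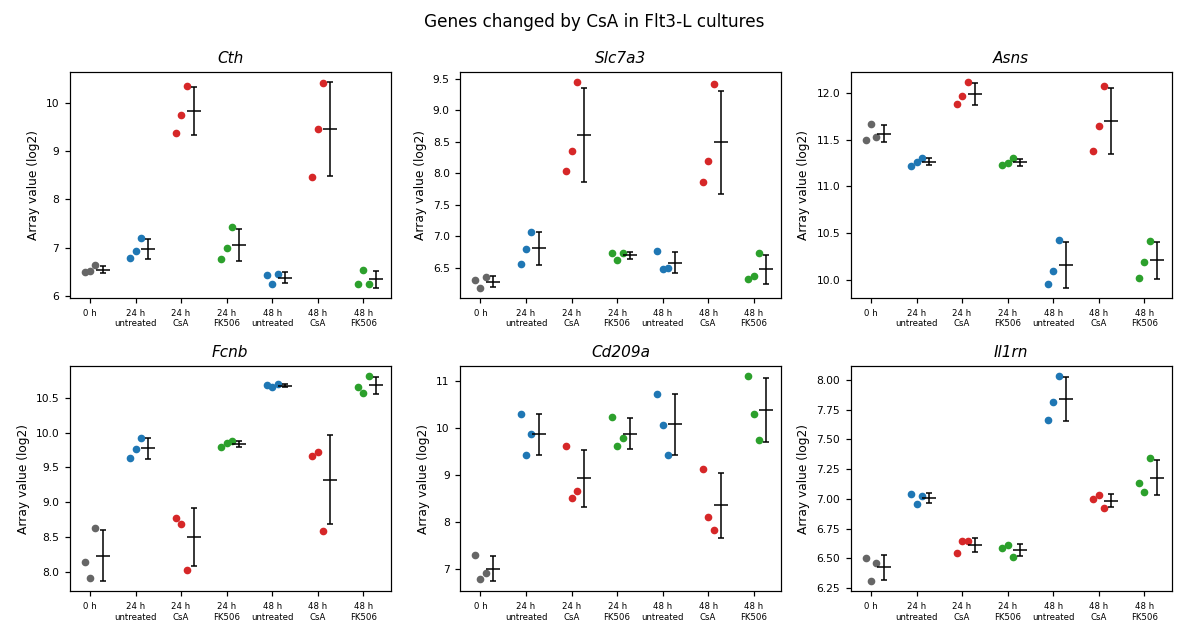
Log2 array signal of Cth, Slc7a3, Asns, Fcnb, Cd209a and Il1rn in the 7 groups (0 h, then untreated, CsA and FK506 at 24 h and 48 h). Points are the 3 arrays of a group and lines the mean ± SD. Cth reaches a mean of 9.82 with CsA at 24 h beside 6.97 without it.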

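FK506 changed few genes in the same cultures. At 24 h limma called none of the 19938 genes, with 410 at an unadjusted p under 0.05 where 996.9 were expected by chance, and the methods' t-test gave 771 at an unadjusted p and 0 at an adjusted p. At 48 h limma called Il1rn, the interleukin-1 receptor antagonist, alone. It fell from 7.84 ± 0.19 (SD, n = 3) to 7.18 ± 0.15 (SD, n = 3), a log2 fold change of -0.66 (standard error 0.0862, adjusted p = 0.00729), with 432 genes at an unadjusted p and, by the methods' t-test, 304 at an unadjusted p and 0 at an adjusted p. Il1rn also fell with CsA, by 0.40 at 24 h and 0.85 at 48 h. The Il1rn call with FK506 was lost (0 genes called) without FK506 replicate 1 or 2 or untreated replicate 2 or 3 at 48 h, and in a fit of only the arrays compared. The FK506 and untreated arrays did not overlap for 8.80% of genes at 24 h and 4.38% at 48 h. Compared directly, at doses that differ as given above, 289 genes differed between CsA and FK506 at 24 h (86 higher and 203 lower with CsA) and 397 at 48 h (202 higher and 195 lower). The split at 24 h depends on the scaling, with 149 higher and 148 lower after quantile normalization and 42 and 232 with arrays centred on their medians. Cth was higher with CsA than with FK506 by 2.76 at 24 h and by 3.10 at 48 h. These counts fell at 24 h to 138 and 99 without CsA replicate 2 or 3 and to 174, 76 and 62 without FK506 replicate 1, 2 or 3, and at 48 h to 131 without CsA replicate 3 and 245 without FK506 replicate 2.
Of 26 measured genes known as targets of calcineurin and NFAT in lymphocytes and other cells, 1 fell and none rose with CsA at 24 h (also 1 lower when adjusted over the list alone). It was Tnfsf14, a cytokine of the tumor necrosis factor family (-0.45). At 48 h 3 fell and none rose (also 3 adjusted over the list alone), namely Egr2 (-0.71, standard error 0.176, adjusted p = 0.0293) and Nr4a3 (-0.70), both transcription factors induced by receptor signals, and Il2ra (-0.41), a chain of the interleukin-2 receptor. As a whole the list passed no test at 24 h, where its mean (0.04) turned negative after quantile normalization and after centring. At 48 h its preset call was lost, with an adjusted p = 0.662 with an estimated correlation. Rcan1, an inhibitor of calcineurin that NFAT induces in many cells, was at 8.14 ± 0.16 (SD, n = 3) without and 8.03 ± 0.15 (SD, n = 3) with CsA at 24 h (adjusted p = 0.451 from limma). With FK506 limma called none of the list at either time, with 1 and 3 genes at an unadjusted p under 0.05 and 2 and 3 by the methods' t-test at an unadjusted p. Of 32 genes for calcium channels, calcineurin and NFAT proteins, Stim1 (-0.25) and Stim2 (-0.37), the sensors of calcium stores, fell with CsA at 24 h (also 2 lower adjusted over the list alone), and limma called none at 48 h, with 5 at an unadjusted p and 3 by the methods' t-test at an unadjusted p.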

The GO processes and pathway enrichment analysis are shown (Supporting Information Fig. 4A, 4B). 

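Genes of DNA replication and mitosis were lower with CsA than without it at 24 h. Of 42 measured genes of S phase and DNA replication, 15 fell and none rose (31 lower and none higher when adjusted over the list alone), and none had a mean above that of untreated cells. Tk1, thymidine kinase, went from 10.21 ± 0.12 (SD, n = 3) to 9.73 ± 0.08 (SD, n = 3), a log2 fold change of -0.48 (standard error 0.0815, adjusted p = 0.00477). The histone chaperone Nasp (-0.46), the helicase Hells (-0.41) and Rfc3 of the clamp loader (-0.41) fell with it. Of 43 genes of G2/M and mitosis, 18 fell and none rose (39 lower and none higher when adjusted over the list alone). Aurka, aurora kinase A, went from 10.28 ± 0.06 (SD, n = 3) to 9.89 ± 0.08 (SD, n = 3), a log2 fold change of -0.39 (standard error 0.0682, adjusted p = 0.00512). Dlgap5, a spindle protein (-0.42), the mitotic kinesins Kif4 (-0.40) and Kif2c (-0.38), and Cdk1, the kinase that drives entry into mitosis (-0.26, standard error 0.0541, adjusted p = 0.0137), fell as well. The mean log2 fold changes of these lists were -0.25 and -0.26, with limma's camera test at an adjusted p = 0.0463 and 0.0588 with an estimated correlation, so that the call of G2/M and mitosis was lost.
At 48 h limma called none of either list. At an unadjusted p under 0.05 there were 2 genes of S phase and 5 of G2/M and mitosis, and 1 and 3 by the methods' t-test. The list means were then 0.02 for S phase, which turned to -0.01 after quantile normalization, and -0.06 for G2/M and mitosis, where the camera test's preset call was lost (adjusted p = 0.696 with an estimated correlation). The G2/M mean was -0.09 (95% interval -0.17 to -0.02) after quantile normalization, -0.01 with arrays centred on their medians and 0.02 without replicate 3 of every group. Of random lists of equal brightness, 0.05% were lower than the mean of -0.06. Such lists draw each gene on its own, so small means of genes that move together look extreme. With FK506 at 24 h, at a G2/M mean of -0.03 (-0.12 to 0.06), 0.6% were lower.
Of 18 cyclins, kinases and E2F factors of the G1/S transition, limma called none at 24 h (none higher and 7 lower when adjusted over the list alone, 7 at an unadjusted p and 7 by the methods' t-test). Among them Ccne1, cyclin E1, was at 10.37 ± 0.09 (SD, n = 3) without and 9.95 ± 0.11 (SD, n = 3) with CsA (adjusted p = 0.0757). The list mean was -0.13, and its call was lost at an adjusted p = 0.0652 with an estimated correlation. At 48 h Ccnd3, cyclin D3, fell (-0.22, standard error 0.0583, adjusted p = 0.0465) and none rose (2 higher, E2f3 and Cks1b, and 1 lower when adjusted over the list alone). Of 7 genes for inhibitors of cyclin-dependent kinases, limma called none at 24 h (1 higher and 3 lower when adjusted over the list alone, 4 at an unadjusted p and 3 by the methods' t-test), and Cdkn2d fell at 48 h (-0.28, standard error 0.0718, adjusted p = 0.0343, also 1 lower when adjusted over the list alone). The probe set of Cdkn1a is listed with more than 1 gene and was not analysed. With FK506 limma called none of the genes of these lists at either time, and none had an unadjusted p under 0.05, while the methods' t-test gave 3 at 24 h and 1 at 48 h at an unadjusted p. The preset camera calls of G1/S, S phase and G2/M at 24 h (means of -0.03 each) and of G2/M at 48 h (0.05) were lost, with an adjusted p = 0.860 and 0.964 with an estimated correlation.

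**Figure D2:**
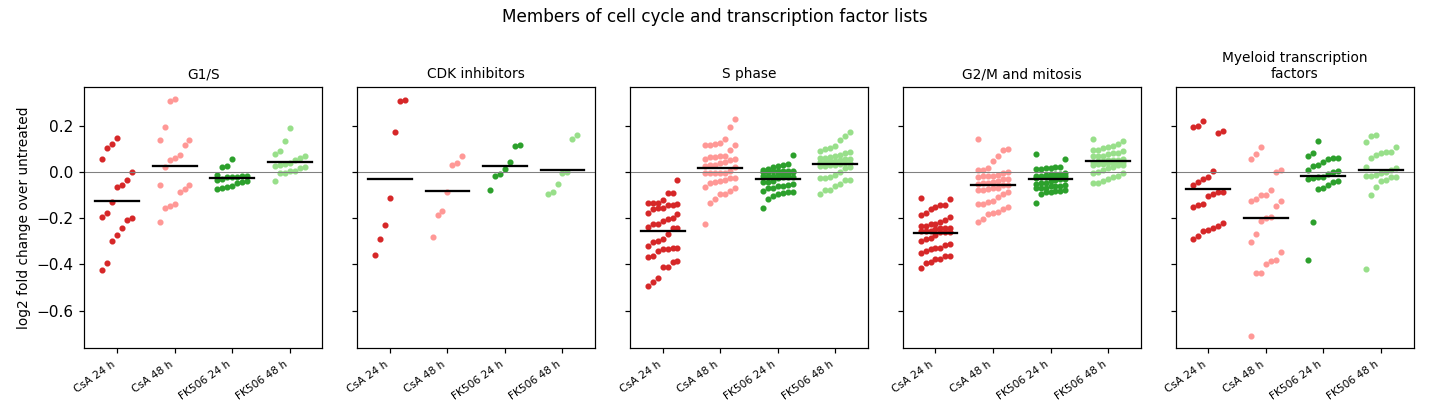
Log2 fold changes over untreated cells for the genes of 5 lists (G1/S, inhibitors of cyclin-dependent kinases, S phase, G2/M and mitosis, and myeloid transcription factors), with CsA and FK506 at 24 h and 48 h. Each point is a gene and each black line a list mean, and the S phase and G2/M lists lie at -0.25 and -0.26 with CsA at 24 h.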

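Single genes of several maturing myeloid lists were lower with CsA, while at 24 h and at 48 h taken apart none of the lists kept its call as a whole with an estimated correlation. A list of 10 genes for the primary granules of neutrophil precursors also holds genes of membrane proteins, Ms4a3 and Igsf6. Of the 10, 6 fell and none rose at 24 h (7 lower when adjusted over the list alone). Elane, neutrophil elastase, went from 13.10 ± 0.03 (SD, n = 3) to 12.39 ± 0.27 (SD, n = 3), a log2 fold change of -0.70 (standard error 0.0869, adjusted p = 0.000622). Ms4a3, a membrane protein of granulocyte and monocyte precursors (-0.69), Prtn3, proteinase 3 (-0.54), and Igsf6, an immunoglobulin-family receptor (-0.36), fell with it. At 48 h only Ctsc, which activates the granule proteases, fell in this list (-0.28, also 1 lower when adjusted over the list alone). The camera test gave an adjusted p = 0.0834 and 0.701 with an estimated correlation at these times.
Of 21 genes of maturing neutrophils, 5 fell and none rose at 24 h (1 higher and 6 lower when adjusted over the list alone), and 11 fell and none rose at 48 h (16 lower when adjusted over the list alone). At 24 h Cxcr2, the chemokine receptor of neutrophils, fell by 1.05 and Hp, haptoglobin, by 0.83. At 48 h Camp, the cathelicidin peptide of secondary granules, fell by 1.28, Ltf, lactoferrin, by 1.25 and Il1r2, the decoy receptor of interleukin-1, by 1.12. Of 23 genes of monocytes and macrophages, 1 rose and 3 fell at 24 h (1 higher and 5 lower when adjusted over the list alone). Apoe, apolipoprotein E, rose by 0.60, and Cd14, the endotoxin co-receptor, fell by 0.81. At 48 h none rose and 4 fell (8 lower when adjusted over the list alone), among them Cx3cr1, the fractalkine receptor, from 9.86 ± 0.16 (SD, n = 3) to 8.94 ± 0.26 (SD, n = 3). Of 22 genes of dendritic cells and antigen presentation, Clec10a, a C-type lectin, rose by 0.99 at 24 h and none fell (1 higher and 1 lower when adjusted over the list alone). At 48 h 8 fell and none rose (9 lower when adjusted over the list alone), among them the MHC class II genes H2-Eb1 (-1.10, standard error 0.189, adjusted p = 0.00215) and H2-Ab1 (-0.93). Of 7 genes of eosinophils, 3 fell at 24 h and 4 at 48 h, with Epx, eosinophil peroxidase, at -1.25 and -1.21, and none rose (4 and 5 lower when adjusted over the list alone). Of 20 genes of mast cells and basophils, Prss34, a mast cell protease, fell at 24 h (-0.70, with 2 higher and 2 lower when adjusted over the list alone). Limma called none of these at 48 h, with 5 at an unadjusted p, 6 by the methods' t-test at an unadjusted p and 1 lower when adjusted over the list alone.
By limma's camera test with a preset correlation, the lists of maturing neutrophils, monocytes and eosinophils passed at both times and that of dendritic cells at 48 h, and none kept its call at 24 h or 48 h with an estimated correlation. For 48 h these were an adjusted p = 0.0851 with an estimated correlation for neutrophils and eosinophils, 0.134 for dendritic cells and 0.487 for monocytes, and at 24 h they were 0.629 for neutrophils, 0.169 for eosinophils and 0.634 for monocytes. Over both times together 10 genes of maturing neutrophils (mean -0.47) and 5 of eosinophils (mean -0.65) were lower and none higher (15 and 5 lower when adjusted over the list alone), and these lists kept their calls (adjusted p = 0.0479 and 0.0288 with an estimated correlation). Those of monocytes and dendritic cells (0.192 each) and of primary granules (0.0603) lost theirs. At 24 h the dendritic list had a mean of -0.05 and a median of 0.10, and the mast cell list a mean of -0.00 and a median of 0.08, so mean and median differ in sign. Neither passed the camera test or fry's test of one direction, and both passed fry's test of change in either direction (adjusted p = 0.00419 and 0.00156).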

We detected increased expression of genes controlling the main cell cycle check points, as well as up-regulation of several genes responsible for myeloid cell differentiation (Fig. 4A).

**Figure 4:**
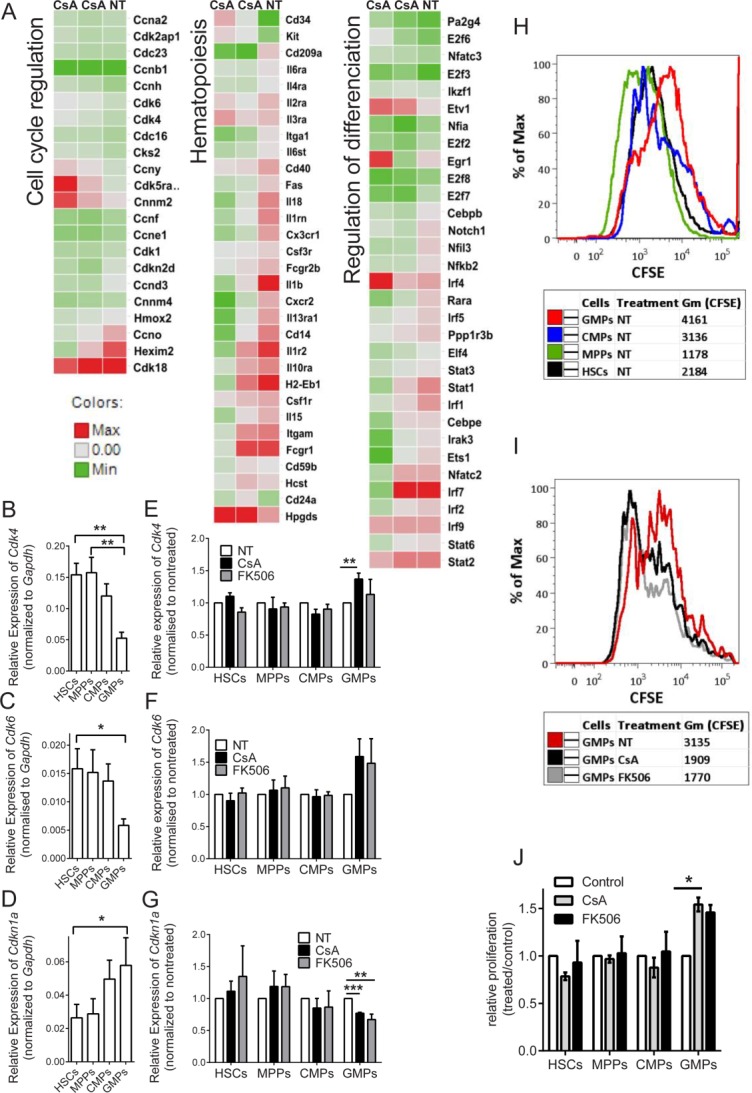
Calcineurin-nuclear factor of activated T cells (NFAT) inhibition results in increased granulocyte–monocyte progenitors (GMP) proliferation in vitro, due to changes in the expression of cell cycle control genes in FLT-3L-differentiated progenitors. (A): Heat maps reflecting changes in the expression of genes related to cell cycle regulation, transcriptional regulation of differentiation, and hematopoiesis are shown. cKIT^+^-enriched cells were cultured in hematopoietic stem cell (HSC) medium stimulated with of rmFlt3-L (300 ng/ml) in the presence or absence of Cyclosporine A (CsA) (24 and 48 hours). Data represent three replicates per time point and treatment. Cells from 10 mice were pooled for each biological replicate. (B–D): Differential expression of *Cdk4, Cdk6*, and *Cdkn1a* (*p21*) mRNA within progenitor populations. Sorted HSCs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^−^), multipotent progenitors (MPPs) (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^+^), common myeloid progenitors (CMPs) (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^−^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^+^) were cultured for 24 hours in HSC medium in the presence of Flt3-L (300 ng/ml) before the expression of main cell cycle regulatory genes was measured by qRT-PCR. Data represent at least five independent experiments, bone marrow (BM) from 15 mice pooled for each. One-way analysis of variance (ANOVA) with Turkey multiple comparisons test was used, *, *p* < .05; **, *p* < .01; and ***, *p* < .001. (E–G): Relative expression of *Cdk4, Cdk6*, and *Cdkn1a* (*p21*) mRNAs in progenitors in response to CsA or FK506 treatment. Sorted HSCs, MPPs, CMPs, and GMPs were cultured for 24 hours in HSC medium in the presence of CsA or FK506. Data represent at least three independent experiments. One-way ANOVA with Turkey multiple comparisons test was used. *, *p* < .05; **, *p* < .01 and ***, *p* < .001. (H, I): Progenitors were sorted into HSCs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^−^), MPPs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^+^), CMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^) and stained with CFSE. (H): Different proliferation rates of HSCs, MPPs, CMPs, and GMPs were assessed as CFSE dilution in 48 hours. (I): Differences in proliferation of GMPs treated in vitro with CsA or FK506. (J): Relative proliferation of HSCs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^−^), MPPs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^+^), CMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^), sorted and cultured in vitro in the presence or absence of calcineurin-NFAT inhibitors. Proliferation was assessed by bromodeoxyuridine (BrdU) staining. Representative of three independent experiments, mean ± SE is plotted, *n* = 3. *, *p* < .05 in an unpaired Student's *t*-test. Abbreviations: CFSE, carboxyfluorescein succinimidyl ester; CMP, common myeloid progenitors; CsA, Cyclosporine A; GMP, granulocyte–monocyte progenitor; HSC, hematopoietic stem cell; MPP, multipotent progenitors; NT, non-treated.

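The genes labelled in Fig. 4A were looked up one by one. The study chose them on these samples, so their counts are not independent evidence of a direction and no set test was run on them. Of the labels for cell cycle regulation that can be read in full, 20 genes were measured. With CsA at 24 h none was called higher and 3 lower by limma, namely Ccnf, cyclin F (-0.37), Cdk1 and Cnnm4, a metal transporter of the cyclin M family (-0.35), and 11 were lower when adjusted over the list alone (0 higher and 11 lower at an unadjusted p under 0.05, and 13 by the methods' t-test). At 48 h none was called higher and 2 lower, Ccnd3 and Cdkn2d, while Ccny and Cnnm2 were higher and 3 genes lower when adjusted over the list alone, 5 were higher and 4 lower at an unadjusted p (5 by the methods' t-test), and 10 of the 20 had a mean above that of untreated cells. Over both times together none was higher and 5 were lower, with Hexim2, an inhibitor of transcription elongation, at -0.31 (1 higher, Cnnm2, and 9 lower when adjusted over the list alone, and 3 higher and 10 lower at an unadjusted p).
Of 31 genes labelled for hematopoiesis, none was higher and 7 were lower at 24 h, and none was higher and 16 were lower at 48 h (2 higher and 12 lower, and 3 higher and 25 lower, when adjusted over the list alone). At an unadjusted p these were 2 higher and 15 lower at 24 h and 3 higher and 25 lower at 48 h. Itga1, an integrin chain, had log2 fold changes of -0.69 and -0.66, Il13ra1, a chain of the interleukin-13 receptor, -0.88 and -0.71, and Cxcr2 fell at 48 h too, by 0.82. Over both times 16 were lower and 2 higher. These were Cd34, a surface marker of progenitors (0.23, standard error 0.0642, adjusted p = 0.0484), and Hpgds, prostaglandin D synthase (0.58, standard error 0.138, adjusted p = 0.0161), and both were also higher when adjusted over the list alone, beside 21 lower. The call of Cd34 was lost with arrays centred on their medians and with array weights. Of 31 genes measured among those labelled for regulation of differentiation, none was higher and 3 were lower at 24 h, and none was higher and 4 lower at 48 h (0 higher and 4 lower, and 4 higher and 13 lower, when adjusted over the list alone, or 0 higher and 9 lower, and 4 higher and 15 lower, at an unadjusted p). They were Ets1 (-0.40), E2f8 (-0.38) and Irak3 (-0.33) at 24 h, and the interferon-regulated factors Irf1 (-0.59, and -0.16, not called, on its other probe set) and Stat2 (-0.41), the retinoic acid receptor Rara (-0.38) and the receptor Notch1 (-0.35) at 48 h. With FK506, limma called Il1rn of the hematopoiesis genes at 48 h and no other labelled gene at either time, while adjusted over the list alone Il1rn was also lower at 24 h and Cd59b, a complement regulator, higher at 48 h.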

To confirm the relevance of these trends in CsA treated patients, we have reanalyzed gene expression data comparing PBMCs collected of healthy donors and from stable kidney recipients under immunosuppressant monotherapy 50. The analysis showed significant activation of hematopoiesis and proliferation (Supporting Information Fig. 5A–5C). Furthermore, we compared our mouse array with the patient obtained data. Supporting Information Figure 6 shows that significant IPA processes induced with CsA treatment are similar in both mice and human cells.

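Transcription factors of the myeloid lineages were lower with CsA at 48 h for some members and were not called at 24 h. Of 24 measured factors, limma called none at 24 h and none when adjusted over the list alone, with 5 at an unadjusted p under 0.05, all lower, and 4 by the methods' t-test. At 48 h 3 fell and none rose (6 lower when adjusted over the list alone). Rara, which binds retinoic acid and acts in granulocyte maturation, went from 9.73 ± 0.01 (SD, n = 3) to 9.35 ± 0.05 (SD, n = 3), a log2 fold change of -0.38 (standard error 0.0711, adjusted p = 0.00433). Egr2, which acts in macrophage development and is also a target of NFAT, fell by 0.71, and Relb, an NF-kB subunit needed for some dendritic cells, by 0.30 (standard error 0.0752, adjusted p = 0.0303). Of the rest, 4 factors were picked after their values were seen, and none of these was called. Spi1 (PU.1) was at 12.03 ± 0.03 (SD, n = 3) without and 11.93 ± 0.04 (SD, n = 3) with CsA at 48 h (adjusted p = 0.496 from limma), Cebpa at 10.26 ± 0.12 (SD, n = 3) and 10.26 ± 0.04 (SD, n = 3), and Irf8 at 11.30 ± 0.21 (SD, n = 3) and 10.95 ± 0.38 (SD, n = 3, adjusted p = 0.357 from limma). Gfi1, a repressor that acts in neutrophil maturation, had a log2 fold change of -0.23 at 24 h (adjusted p = 0.0774) and 0.08 at 48 h.
The mean of the myeloid list was -0.07 at 24 h and -0.20 at 48 h. Its preset camera calls were lost at both times, with an adjusted p = 0.333 and 0.0851 with an estimated correlation. Over both times together its mean was -0.14, with 2 factors lower (3 when adjusted over the list alone), and the call held (adjusted p = 0.0288 with an estimated correlation). With FK506 limma called none of the 24, with 2 at an unadjusted p at 24 h and 1 at 48 h, and 1 at each time by the methods' t-test. The list means were -0.02 and 0.01, the last of which turned negative after quantile normalization. At 48 h the list was lower with CsA than with FK506 by a mean of -0.21 (adjusted p = 0.0279 with an estimated correlation), with 1 factor called, also 1 when adjusted over the list alone.
Of 21 factors of the erythroid, megakaryocyte and lymphoid lineages, Ets1 fell with CsA at 24 h and Notch1 at 48 h (standard error 0.0707, adjusted p = 0.00791), and none rose (2 and 1 lower when adjusted over the list alone). Gata1, the erythroid factor, had log2 fold changes of -0.19 and -0.08 (standard error 0.325). Of 23 genes of stem and progenitor cells, limma called none at either time and none when adjusted over the list alone, with 3 and 2 at an unadjusted p and 2 and 1 by the methods' t-test. The progenitor receptor genes Kit (0.07 and 0.20, adjusted p = 0.723 and 0.431) and Flt3 (0.17 and 0.10, adjusted p = 0.672 and 0.866) were among those not called.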

Lineage-determining transcription factors were downregulated, suggesting a lower rate of differentiation in the presence of the inhibitors. In contrast, kinases including *Cdk4* and *Cdk6* were expressed at increased levels when the calcineurin-NFAT pathway was inhibited. 

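Cdk4 and Cdk6 encode the kinases that partner with D cyclins in G1. The log2 value of Cdk4 at 24 h was 12.63 ± 0.04 (SD, n = 3) without an inhibitor, 12.60 ± 0.03 (SD, n = 3) with CsA and 12.57 ± 0.09 (SD, n = 3) with FK506. At 48 h it was 12.38 ± 0.03, 12.52 ± 0.02 and 12.43 ± 0.06 (SD, n = 3 each). The log2 fold change with CsA was -0.03 at 24 h (standard error 0.0554, adjusted p = 0.709 from limma) and 0.14 at 48 h (adjusted p = 0.201), and with FK506 -0.06 and 0.05. Cdk6 was at 12.11 ± 0.04, 12.12 ± 0.04 and 12.10 ± 0.11 (SD, n = 3 each) at 24 h in the same order, and at 11.94 ± 0.08, 12.08 ± 0.04 and 11.94 ± 0.12 (SD, n = 3 each) at 48 h. Its log2 fold change with CsA was 0.00 at 24 h (adjusted p = 0.982) and 0.14 at 48 h (standard error 0.0679, adjusted p = 0.335), and with FK506 -0.01 and 0.00. Neither gene was called at either time with either drug. Over both times CsA gave 0.05 for Cdk4 (adjusted p = 0.608) and 0.07 for Cdk6 (adjusted p = 0.581). At 48 h Cdk4 passed the methods' t-test at an unadjusted p, and over both times the methods' two-way test at an unadjusted p, while Cdk6 passed no setting tried.
In untreated culture both kinases fell with time. From 0 h, when they were at 12.67 ± 0.03 (SD, n = 3) and 12.31 ± 0.02 (SD, n = 3), Cdk4 had a log2 fold change of -0.29 at 48 h and Cdk6 one of -0.37. From the lower expression of lineage-determining factors the paper proposes a lower rate of differentiation in the presence of the inhibitors, and it states that the kinases rose. It then went on to measure Cdk4, Cdk6 and Cdkn1a by quantitative PCR in sorted HSCs, MPPs, CMPs and GMPs (Fig. 4B-4G), samples that these arrays do not cover. There it reports higher Cdk4 and Cdk6 and lower Cdkn1a in GMPs with the inhibitors. These arrays of mixed progenitors do not test a change limited to GMPs.

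**Figure D3:**
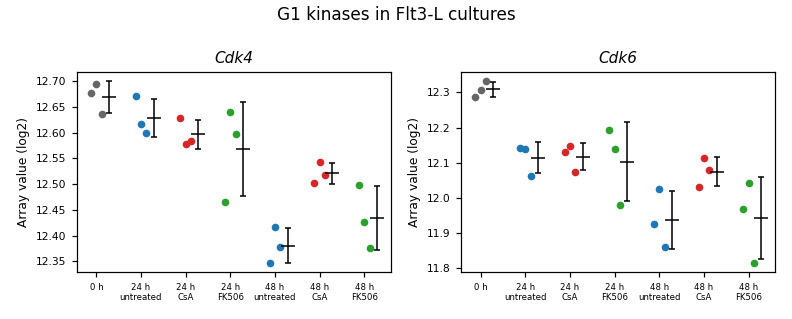
Log2 array signal of Cdk4 and Cdk6 in the 7 groups (0 h, then untreated, CsA and FK506 at 24 h and 48 h). Points are the 3 arrays of a group and lines the mean ± SD. At 48 h the means of Cdk4 are 12.38 untreated and 12.52 with CsA.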

To determine how calcineurin-NFAT inhibitor treatment affected transcription in different progenitor subpopulations, the expression of the DEGs identified by microarray analysis was measured in sorted HSCs, MPPs, CMPs, and GMPs cultured for 24 hours in HSC medium with Flt3-L in the presence or absence of CsA or FK506. The expression of the main kinases regulating the cell cycle G_0_ checkpoint, *Cdk4* and *Cdk6*, was significantly downregulated during differentiation toward GMPs (Fig. 4B, 4C). Conversely, expression of key inhibitors of cell cycle progression, including *Cdkn1a (p21)*, increased with differentiation toward GMPs (Fig. 4D). Comparable changes in *Cdk4, Cdk6*, and *Cdkn1a* (*p21*) expression were observed in the progenitors analyzed immediately after sorting (Supporting Information Fig. 7A–7C). The sorting strategy used and purity achieved is shown in Supporting Information Figure 1A, 1B. These data clearly suggested a decrease in the self-renewal rate of progenitors during the process of differentiation. Figure 4E, 4F show the relative changes in expression of *Cdk4* and *Cdk6* mRNAs in different progenitor populations following calcineurin-NFAT inhibition. *Cdk4* and *Cdk6* expression in GMPs remained significantly higher in the presence of inhibitors, and accordingly, expression of *Cdkn1a* (*p21*) was downregulated (Fig. 4G). This finding again indicated that GMPs are the sole progenitor target affected by CsA or FK506 treatment.

We next sorted HSCs, MPPs, CMPs, and GMPs from untreated mice and stimulated these cells with Flt3-L in vitro in the presence or absence of CsA or FK506 before assessing their proliferation by flow cytometry 1-2 days later using CFSE staining (Fig. 4H, 4I) or BrdU incorporation and DNA content analysis (Fig. 4J). In vitro, the progenitor populations showed different proliferation rates, with GMPs replicating the least when inhibitors were absent (Fig. 4H). In contrast, when CsA or FK506 was added, GMPs substantially increased their proliferation rate (Fig. 4I). GMPs exclusively responded to CsA and FK506 treatment by significantly increasing their proliferation rate relative to GMPs in control cultures (Fig. 4J). Total cell numbers from these cultured progenitors show similar trends (Supporting Information Fig. 2E).

### Myeloid Progenitors Express Functional NFAT

We next determined whether *Nfat1-4* were expressed at the mRNA level in sorted hematopoietic progenitor cell populations of HSCs, MPPs, CMPs, and GMPs. Progenitors were isolated from lineage-depleted BM cells according to the gating strategy shown in Supporting Information Fig. 1. mRNA expression levels of NFAT family members were measured after 24 hours of culture in HSC medium (Fig. 4A). Each progenitor population expressed *Nfat1, 2, 4*, and *Cnb1* (Fig. 5A), which was confirmed in cells analyzed immediately after sorting (Supporting Information Fig. 7A, 7B). Expression of Nfat2 protein in GMPs was confirmed by confocal microscopy (Fig. 5B); Partial nuclear translocation of Nfat2 protein occurred after ionomycin-triggered Ca^2+^ release, indicating that Nfat2 was able to respond functionally in these cells (Fig. 5B). However, treatment with ionomycin (which mobilizes calcium from intracellular stores) resulted in variable levels of intracellular Ca^2+^ increase across the different progenitor populations (Fig. 5C; Supporting Information Fig. 9A): increases in Ca^2+^ levels in GMPs were substantially higher than in CMPs and LSKs. This led us to investigate NFAT functionality in more detail within the myeloid lineage using a NFAT luciferase reporter prepared from a previously established HSC line 51. Treating HSCs with ionomycin or thapsigargin (which inhibits intracellular Ca^2+^ clearance) confirmed NFAT expression and translocation to the nuclei with consequent dose-dependent induction of luciferase transcription (Fig. 5D). These results were replicated in primary cKIT^+^-enriched, lineage-negative cells isolated from BM and transduced with the NFAT reporter construct (Fig. 5E). Taken together these data demonstrate the presence and functionality of the Ca^2+^-calcineurin-NFAT pathway at early stages of differentiation of myeloid progenitors.

**Figure 5:**
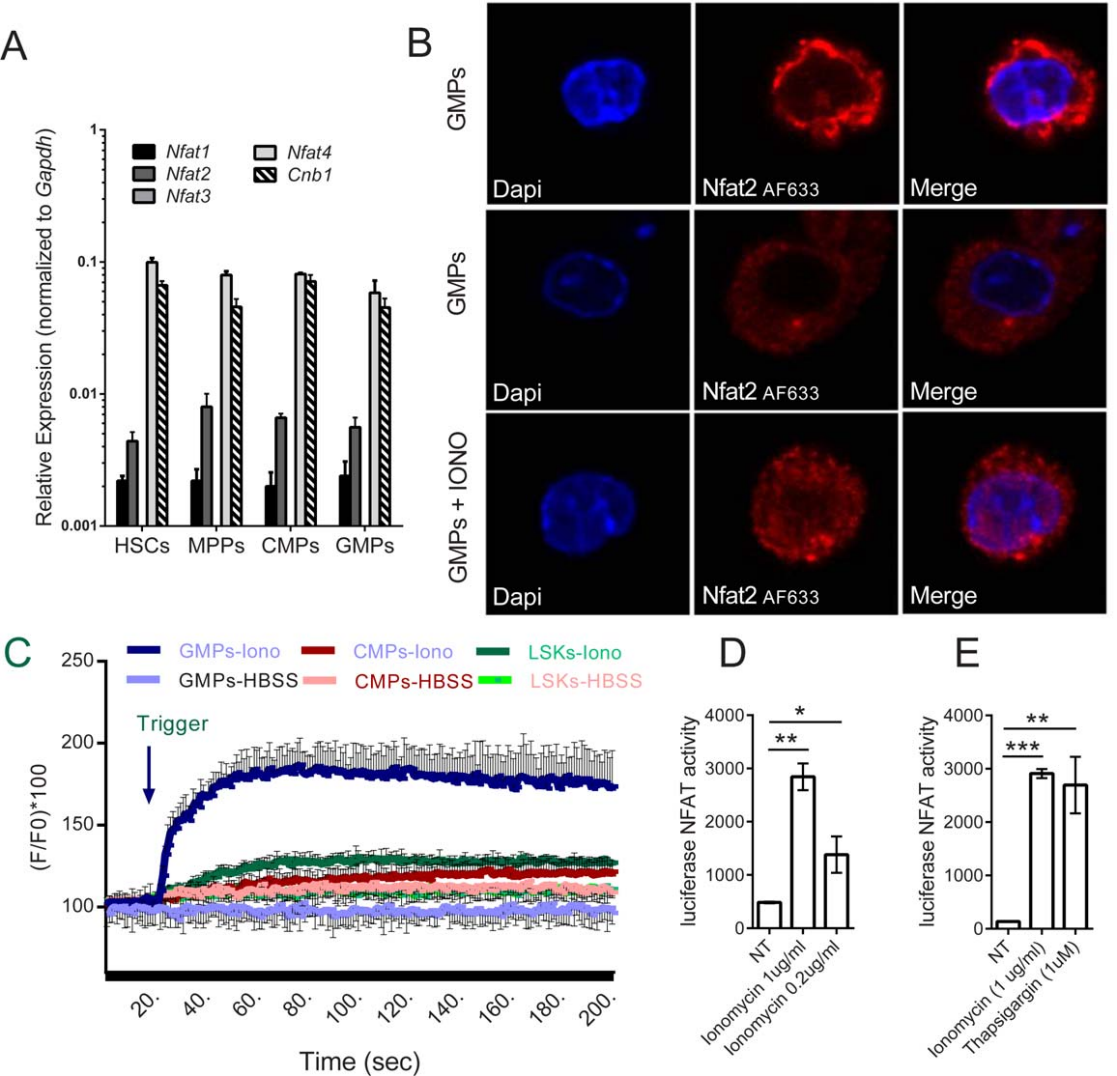
The calcineurin-nuclear factor of activated T cells (NFAT) pathway is present and functional in myeloid progenitors. (A): Quantitative polymerase chain reaction analysis of *Nfat1-4* and calcineurin *Cnb1* mRNA expression in hematopoietic stem cells (HSCs), multipotent progenitors (MPPs), common myeloid progenitors (CMPs), and granulocyte–monocyte progenitors (GMPs). Data are presented as mean ± SE from at least three independent experiments, in which bone marrow (BM) cells from at least 15 mice were pooled for sorting. Gating strategy used for flow cytometric sorting of subpopulations of hematopoietic progenitors identified as HSCs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^−^), MPPs (lin^−^, cKit^+^, Sca-1^+^, CD34^+^, Flt3^+^), CMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^) is shown at Supporting Information Figure 1. (B): Representative confocal images of sorted GMPs. GMPs were incubated for 1 hour (37°C) with anti-NFAT2 antibody (Thermo Scientific) diluted to 10 µg/ml in the blocking solution, washed three times in phosphate-buffered saline and incubated for 1 hour (37°C) with the secondary antibody (AlexaFluor 633 goat anti-mouse IgG, Molecular Probes) and nuclei were stained with DAPI (original magnification, x200). Images were captured from cells labeled immediately after sorting (first line) or after 24 hours culture in HSC medium (lines 2 and 3). Ionomycin (1 μg/ml for 15 minutes) was used to induce NFAT nuclear translocation. Cellular localization of NFAT2 was visualized using an Olympus FV1000 confocal microscope. (C): Representative graph of fluorometric Ca^2+^ mobilization analysis in sorted BM progenitors (LSKs, CMPs, and GMPs). Ionomycin (500 ng/ml) or HBSS were added after 20 seconds of measurement. BM cells from at least 15 mice were pooled for sorting. (D, E): Cells were transduced with a NFAT responsive element luciferase reporter construct. NFAT translocated to the nucleus and started transcription of the reporter gene upon ionomycin stimulation of the HSC line (D) and in lineage-depleted, cKIT^+^ purified progenitor cells (E). Data are presented as mean ±SE from one of three independent experiments. *, *p* < .05; **, *p* < .01 and ***, *p* < .001 in an unpaired Student's *t*-test. Abbreviations: CMP, common myeloid progenitors; DAPI, 4′,6-diamidino-2-phenylindole; GMP, granulocyte–monocyte progenitor; HBSS, Hanks' balanced salt solution; HSC, hematopoietic stem cell; IONO, ionomycin; LSK, lin^−^Sca1^+^cKIT^+^ bone marrow cells; MPP, multipotent progenitors; NFAT, nuclear factor of activated T cells; NT, non-treated.

### Flt3-L Mediates Activation of the Calcineurin-NFAT Pathway in GMPs

Since calcineurin and NFAT members are expressed in multiple different hematopoietic progenitors, we next assessed whether the main myeloid growth factor Flt3-L might be involved in triggering calcineurin-NFAT signaling to regulate the cell cycle and proliferation rate of these populations. LSKs, CMPs, and GMPs were sorted from BM and loaded with Fluo4-NW, before being stimulated with Flt3-L, ionomycin, or thapsigargin and assessed for changes in intracellular Ca^2+^ levels using a spectrophotometer (Fig. 6A). We observed that Flt3-L-induced Ca^2+^ release was effectively blocked by addition of Ca^2+^ chelator BAPTA (Fig. 6B). We also confirmed our findings by using flow-cytometry to identify changes in intracellular Ca^2+^ levels in different populations of BM progenitors stained, loaded with INDO-1 and exposed to Flt3-L (Fig. 6C). In agreement with the high sensitivity of GMPs to intracellular Ca^2+^ release induced by ionomycin treatment (Fig. 5C; Supporting Information Fig. 9A), GMPs also displayed marked increases in intracellular Ca^2+^ levels upon Flt3-L stimulation (Fig. 6A, 6C), while LSKs and CMPs did not increase the levels of intracellular Ca^2+^ upon Flt3-L stimulation (Supporting Information Fig. 9B). Flt3-L, which is expressed on GMPs as well as MPPs and CMPs (Supporting Information Fig. 9C), is associated with PLCγ as a possible inducer of Ca^2+^ entry; so we next measured expression and phosporylation of PLCγ_1_ and PLCγ_2_ in myeloid cell progenitors (Fig. 6D–6G). Steady-state phosphorylation of PLCγ_1_(pPLCγ_1_) was observed to increase in parallel with cell differentiation from Lin^−^, Sca-1^+^, c-Kit^+^ progenitors (pooled HSCs and MPPs, referred to as LSK) to GMPs (Fig. 6E–6G) and was further significantly elevated in GMPs by 10 minutes stimulation with Flt3-L (Fig. 6E–6G; Supporting Information Fig. 9D). On contrary, PLCγ_2_ seems to be heavily phosphorylated in steady state in freshly isolated GMPs (Fig. 6D), and we have not observed increase in phosphorylation after FLT3-L trigger (Supporting Information Fig. 9E, 9F). To confirm that Flt3-L stimulation results in NFAT translocation in myeloid progenitors, lineage-depleted, cKIT^+^-enriched cells were isolated from BM and immediately transduced with the NFAT luciferase reporter construct. Treatment with Flt3-L resulted in significantly increased luciferase activity, thereby reflecting functional NFAT stimulation (Fig. 6H).

**Figure 6:**
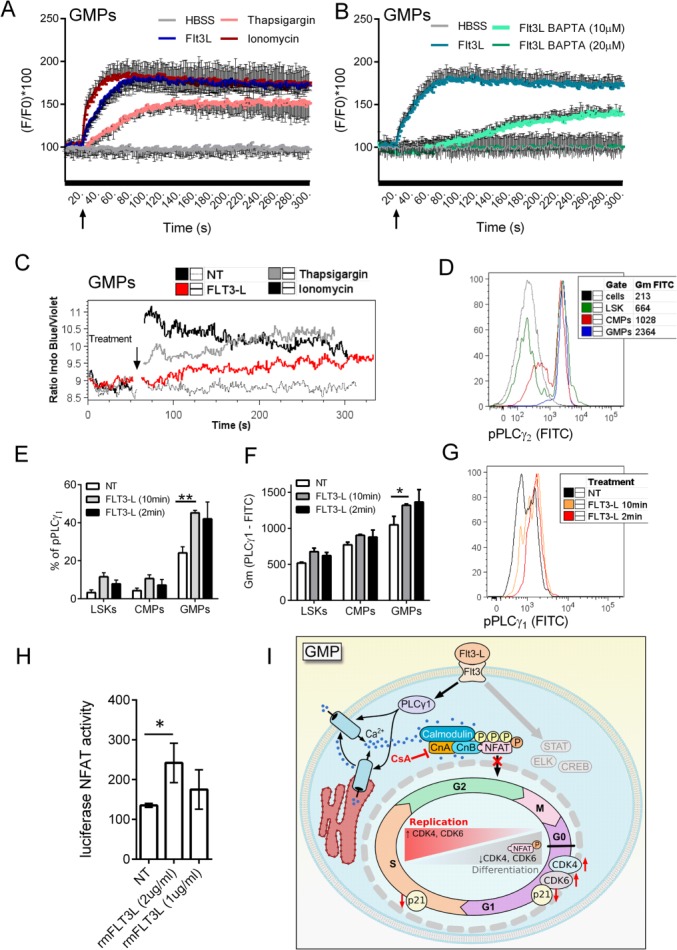
Flt3-L triggers signaling leading to nuclear factor of activated T cells (NFAT) translocation in granulocyte–monocyte progenitors (GMPs). (A): Levels of intracellular Ca^2+^ measured as Fluo4 fluorescence in sorted lin^−^Sca1^+^cKIT^+^ bone marrow (BM) cells (LSKs), common myeloid progenitors (CMPs), and GMPs. After 20 seconds of measurements cells were triggered with FLT3-L, ionomycin, thapsigargin, or Hanks' balanced salt solution (HBSS), and Ca^2+^ levels were assessed for another 5 minutes. (B): Intracellular Ca^2+^ chelator BAPTA was used to block Ca^2+^ release induced by FLT3-L in sorted GMPs. (C): Flt3-L induces Ca^2+^ release in GMPs sorted as lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^. Graph of Ca^2+^ release analysis in GMPs from lineage-depleted BM cells. Flt3-L (1μg/ml) was added after 1 minute of measurement followed by 4 minutes Ca^2+^ release measurement. Representative of three independent experiments, where BM cells from five mice were pooled. (D): Different levels of phospholipase Cγ (PLCγ_2_) phosphorylation (pPLCγ_2_) in LSKs (pool of hematopoietic stem cell [HSCs] and multipotent progenitors [MPPs]; lin^−^, cKit^+^, Sca-1^+^), CMPs, and GMPs in freshly isolated BM. (E–G): Different levels of pPLCγ_1_ in progenitor populations before and after Flt3-L administration. Lineage-depleted BM cells were cultured for 4 hours in HSC medium, Flt3-L (1 μg/ml) was added 15 minutes before fixing and labeling with antibodies for progenitor markers, PLCγ_1_ and pPLCγ_2_. Cells were gated as LSKs (pool of HSCs and MPPs; lin^−^, cKit^+^, Sca-1^+^), CMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^int^), and GMPs (lin^−^, cKit^+^, Sca-1^−^, CD34^+^, CD16/32^high^). (E, F): Percentage of pPLCγ_1_ cells and Gm of fluorescence of pPLCγ_1_ and double labeling of total PLCγ_1_ with pPLCγ_1_ upon trigger with Flt3-L are shown. Data are presented as mean ± SE, *, *p* < .05 and **, *p* < .01 in an unpaired Student's *t*-test. (G): Histogram overlay of pPLCγ_1_ intensity in GMPs after the Flt3-L trigger. Representative experiment from three independent experiments is shown. (H): Flt3-L induces NFAT translocation in cKIT^+^-enriched BM cells. BM cells were depleted of lineaged cells and enriched with cKIT^+^ beads, maintained in HSC medium and transduced with NFAT reporter constructs. Transfected cells were kept in HSC medium for 48 hours, and 1 μg/ml of Flt3-L was added for last 4 hours of culture before nuclear translocation of NFAT reflecting activity of luciferase reporter gene was measured. Data are presented as mean ± SE from one representative of three independent experiments, *, *p* < .05 in an unpaired Student's *t*-test. BM pooled from 10 mice was used for each experiment. (I): Proposed graphical scheme of cell cycle regulation in GMPs. Flt3-L activates PLCγ_1_ and induce increase in intracellular Ca^2+^ levels, this further activates calcineurin and NFAT translocation. When calcineurin-NFAT interaction is blocked, expression of cell cycle regulation genes in GMPs is changed to promote further proliferation. Abbreviations: CMP, common myeloid progenitors; CsA, Cyclosporine A; FITC, fluorescein isothiocyanate; GMP, granulocyte–monocyte progenitor; HBSS, Hanks' balanced salt solution; LSK, lin^−^Sca1^+^cKIT^+^ bone marrow cells; NFAT, nuclear factor of activated T cells; NT, non-treated; PLC, phospholipase Cγ.

In summary, we demonstrate that Flt3-L mobilized Ca^2+^ in GMPs and increased phosphorylation of PLCγ_1_. Moreover, primary cKIT^+^-enriched BM cells transduced with an NFAT reporter gene confirmed functional translocation of NFAT upon Flt3-L stimulation. Taken together, these findings show that GMP cell cycle regulation is regulated by Flt3-L activation of PLCγ_1_ and induction of Ca^2+^ entry, which in-turn activates calcineurin and NFAT translocation. Calcineurin-NFAT signaling subsequently modulates the expression of genes that affect the cell cycle progression of GMPs so that these cells can proliferate more rapidly than other progenitor populations (Fig. 6I).

## Discussion

In the current report, we identified and characterized a new pathway that regulates the cell cycle specifically in GMPs (Fig. 6I). In vivo treatment with CsA or FK506 facilitated the cycling of GMPs, leading to a rapid increase in GMP numbers in the BM. Conditional Cnb1-knockout mice were used to confirm these findings by mixing BM cells from control and Cnb1-knockout mice and engrafting them into irradiated recipients. Soon after knockout induction with polyI:C, the majority of GMPs was observed to originate from the calcineurin-impaired donor cells, while the ratio of CMPs remained as injected. These data indicate a specific in vivo effect of calcineurin-NFAT signaling on GMPs proliferative potential. Consistent with these data, sorted, GMPs proliferated less than HSCs, MPPs and CMPs when left untreated during in vitro culture, but addition of CsA or FK506 to these cultures was sufficient to significantly increase GMP proliferation.

To dissect the mechanism of enhanced GMP proliferation under NFAT inhibition, we performed a microarray analysis of gene expression on progenitor cells following brief differentiation with Flt3-L in the presence of calcineurin-NFAT inhibitors. We observed similar changes in PBMCs from CsA treated patients. Global gene expression analysis from mouse BM progenitors revealed marked changes in expression of cell cycle regulation genes as a result of CsA treatment, later validated specifically in GMPs. 

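The replication and mitosis genes were taken together as 1 set of 85 genes to follow the cell cycle across the cultures. With CsA their mean log2 fold change was -0.26 at 24 h (standard error over arrays 0.0390, 95% interval -0.34 to -0.18) and -0.02 at 48 h (-0.10 to 0.06). The mean at 48 h was -0.05 (-0.12 to 0.02) after quantile normalization. Without that normalization random lists of equal brightness had a mean of 0.04 at 48 h, with 0.2% of them lower than the set. Such lists draw each gene on its own, so small means of genes that move together look extreme. With FK506 at 24 h 0.1% of them were lower than the set. The change in the CsA effect from 24 h to 48 h was 0.24 (0.12 to 0.36), or 0.14 (0.04 to 0.24) after quantile normalization. Without that normalization random lists of equal brightness had a mean of 0.11 for this change, and 100% of them were lower than 0.24. The preset camera test called this change for S phase and G2/M, and both calls were lost (adjusted p = 0.150 and 0.333 with an estimated correlation). With FK506 the mean was -0.03 (-0.11 to 0.05) at 24 h and 0.04 (-0.04 to 0.12) at 48 h, and the mean difference of CsA from FK506 was -0.23 (-0.31 to -0.15) at 24 h and -0.06 (-0.14 to 0.02) at 48 h. In that comparison at 24 h 5 S phase genes and 9 G2/M genes were lower with CsA and none higher (26 and 34 lower when adjusted over the list alone), with the camera test at an adjusted p = 0.0265 and 0.0363 with an estimated correlation. For 48 h the G2/M genes alone differed by -0.10 (-0.19 to -0.01), with the preset call lost (adjusted p = 0.411 with an estimated correlation) and no gene called by limma (11 at an unadjusted p, 8 by the methods' t-test and none when adjusted over the list alone). No single gene of these lists had a CsA effect that differed between the times by limma (24 and 19 at an unadjusted p, 16 and 3 higher when adjusted over the list alone). Over both times together 5 genes of S phase and 16 of G2/M and mitosis were lower with CsA and none higher (14 and 33 lower when adjusted over the list alone, adjusted p = 0.0479 and 0.0326 with an estimated correlation).
Of 18 target genes of p53, Sesn2 rose with CsA at both times (0.83 and 0.62) and Ckap2 fell at 24 h (-0.33), with 2 higher and 1 lower, and 1 higher and 1 lower, when adjusted over the list alone. Sesn2, a sestrin, also responds to amino acid stress, and Ckap2 belongs to the mitosis list too. Of 24 genes of ribosome biogenesis and MYC targets, limma called none at 24 h (2 at an unadjusted p, 1 by the methods' t-test and none when adjusted over the list alone). At 48 h Odc1, ornithine decarboxylase (0.76), and Gar1, of the small nucleolar ribonucleoproteins (0.29), rose and none fell (19 higher when adjusted over the list alone), and all 24 had means above untreated cells. Their mean was 0.26, and the camera call was lost at an adjusted p = 0.0851 with an estimated correlation. Myc itself was at 11.65 ± 0.24 (SD, n = 3) without and 11.84 ± 0.05 (SD, n = 3) with CsA at 48 h (adjusted p = 0.387 from limma).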

An important observation was the gradual downregulation of *Cdk4* and *Cdk6* and upregulation of *Cdkn1a* (*p21*) gene expression with the differentiation of cells from HSCs through MPPs, CMPs, and GMPs. This suggests a link between cell differentiation and progression through the cell cycle, mediated by NFAT and triggered by Flt3-L. Our results indicate that the process of slowing down the cell cycle during differentiation is perturbed by calcineurin-NFAT inhibition, particularly at the level of GMPs, both in vitro and in vivo. Therefore, we conclude that the calcineurin-NFAT pathway plays a key role in inhibiting GMP proliferation to regulate myeloid cell differentiation. Our results are supported by other studies in which cell cycle gene regulation was suggested to be important for HSC quiescence 52. Furthermore, excessive progenitor proliferation led to the exhaustion of HSCs 53,54, which has recently been linked to NFAT signaling 14. Several cell cycle-regulating genes including cyclin D1 55, cyclin A2 56, *Cdk4* 20, and *Cdk6* 55,57 are repressed by NFAT in multiple different cell types, and NFAT1-deficient mice exhibit increased levels of Cdk4 58. Furthermore, inhibitors of the cell cycle such as Cdkn1a (p21) and Cdk2 are also NFAT dependent 59,60. These master cell cycle regulators are the main controllers of differentiation during early hematopoietic events as well as in the progression from CMPs to GMPs 22,52,61.

Here, we provide evidence that *Nfat*1, 2, 4, and calcineurin (*Cnb1*) are ubiquitously expressed in murine HSCs, MPPs, CMPs, and GMPs. Similarly, others have reported NFAT expression in human CD34^+^ immunomobilized progenitors, which hinted at a potential role in myeloid differentiation 15. We show for the first time that GMPs are exquisitely sensitive to induced Ca^2+^ release which is required for NFAT activation. Furthermore, NFAT was efficiently translocated to the nucleus following activation in cKit^+^-enriched progenitors. Thus, the calcineurin-NFAT pathway is both present and functional in hematopoietic progenitors, especially in GMPs. Several studies have aimed to assess the role of calcineurin-NFAT signaling in myeloid development: Gallo et al. observed small and nonsignificant increases in myeloid cell numbers upon conditional KO induction of Cnb1 in HSCs, concluding that Cnb1 is not necessary for development of the myeloid compartment 13. In a different experimental setting, we found that progenitors expressing the VIVIT peptide inhibitor of calcineurin-NFAT 62, give rise to increased numbers of myeloid cells. DCs and CD11b^+^Gr1^+^ myeloid cells derived from calcineurin-NFAT-impaired progenitors possessed a substantial developmental advantage over their control counterparts when engrafted into irradiated mice 1. Similarly, increased numbers of GM-CFU were shown when enriched human CD34^+^ progenitors were treated with FK506 in vitro 63. Congruent with these observations, we here demonstrated that CsA promotes Flt3-L-dependent initial cell proliferation of purified human CD34^+^ progenitor cells.

Notably, we illustrated that the calcineurin-NFAT pathway in GMPs is triggered by Flt3-L through pPLCγ_1_ and Ca^2+^ release, thus revealing another mechanism by which this growth factor regulates myeloid development. PLCγ_1_ phosphorylation followed by NFAT signaling has been shown to be essential in T cell development, activation, and survival 64, while other growth factors such as G-, M-, and GM-CSF regulate lineage commitment through PLCγ_2_ 25,30,31. The source of Ca^2+^ driving these processes remains to be elucidated, since PLCγ can induce both exogenous flux as well and endogenous release 65. The relative contributions made by PLCγ_1_ and PLCγ_2_ to intracellular or extracellular Ca^2+^ entry will also require further analysis, since cooperation of Ca^2+^ entry from both compartments is particularly important for NFAT translocation 4,66.

Flt3-L-induced NFAT signaling leads to cell cycle progression in GMPs that is controlled via a coordinated program of NFAT-regulated changes in expression of cell cycle control genes. Possible roles for other NFAT binding partners have yet to be investigated. In this study, we show that activation of GMPs with Flt3-L induces phosphorylation of PLCγ_1_ and consequently stimulates intracellular Ca^2+^ release, which does not occur in HSCs, MPPs or CMPs. This Ca^2+^ release initiates translocation of Nfat2 to the nucleus and the transcription of target genes. In addition, we showed that the frequency of cells expressing pPLCγ_1_, the main regulator of store-operated Ca^2+^ release, is increased in parallel with progenitor differentiation. The role played by Flt3 signaling in normal hematopoiesis was previously thought to be mediated solely by activation of Stat5, RAS/MAPK and PI3K 67. However, deregulation of Flt3 signaling by activating mutation is present in one third of acute myeloid leukemia cases where expansion of GMPs occurs 26,32. The role of pPLCγ_1_, Ca^2+^, and NFAT signaling with respect to Flt3 signaling in this disease is currently unknown.

Ca^2+^ signaling in immune cells is known to have two qualitatively different outcomes: a short peak of Ca^2+^ release results in immunological synapse formation and granule exocytosis, while the type of prolonged Ca^2+^ signaling induced by growth factors or other cytokines has been shown to enhance NFAT-dependent transcription. This has been reported in T cells 68,69 and also during embryonic development 70. The regulatory role of Flt3 in steady state development of GMPs has been suggested 43, leading us to hypothesize that this regulation might involve the NFAT pathway. Flt3 directly regulates HSC quiescence and homeostasis, 67,70 as well as DC development 33–36. Flt3 is also expressed in highly proliferating MPPs 22,71,72 and the more differentiated CMPs and GMPs 36,37,43. The role of Flt3 signaling is clearly linked to regulation of hematopoietic progenitor numbers, as shown in both Flt3 and Flt3-L KO models 34,39, but to date, the involvement of Flt3 in the early events of steady state hematopoiesis has not been fully appreciated. Further support for our results comes from the finding that an activating mutation in *Flt3* leads to the development of a myeloproliferative disorder 73 that is characterized by increased numbers of GMPs and an accumulation of mature myeloid cells 74–76.

## Conclusions

Our data reveal a novel role for Flt3 signaling in NFAT activation and regulation of myelopoiesis. Investigation of the underlying mechanisms by which NFAT inhibition can increase myelopoiesis uncovered direct regulation of cell cycle control genes *Cdk4, Cdk6*, and *Cdkn1a* (*p21*) by NFAT, specifically in GMPs (Fig. 5I). The calcineurin-NFAT pathway is a therapeutic target in multiple conditions including donor organ rejection, graft-versus-host disease, and autoimmune disorders. While T cells are the main cell type known to be subject to CsA and FK506 immunosuppression, here we provide evidence of an important influence of these drugs on myeloid cell hematopoiesis via direct effects on GMP proliferation. Clearly, the full range of effects these drugs exert on the immune system is not fully appreciated, though the prevalence of side effects following their administration is driving new research into their mechanisms of action. Improved knowledge of the roles played by NFAT during myeloid hematopoiesis will provide insight into clinical studies aiming to better understand homeostatic regulation.

## Acknowledgments

We thank J. Lum for microarray processing. C. Phua and S. Nabti for animal handling; I. Low and N. Shadan from SIgN flow cytometry facility for cell sorting; H.S. Tay for technical assistance; K. Karjalainen for HSC lines; and L. Robinson with N. McCarthy from Insight Editing London for review of the paper, A. Wong for the graphical abstract. This work was supported by the BMRC, A*STAR, Singapore.

## Author Contributions

J.F.: designed and conducted the majority of the experiments, analyzed data and wrote the manuscript; C.X.F.L., A.M., and E.V.: designed, performed, and analyzed some experiments; B.T.K.L. and J.C.: performed microarray data analysis; T.Z.: designed and analyzed some experiments and revised the manuscript; A.L.: supervised flow cytometry and sorting experiments; F.Z. and M.P.: supervised microarray processing and analysis; H.S.: supervised some experiments and revised the manuscript; P.R.C.: supervised the project and revised the manuscript. A.M. and C.X.F.L. are joint second authors.

## Disclosure of Potential Conflicts of Interest

The authors indicate no potential conflicts of interest.

## Supporting Information

See www.StemCells.com for supporting information available online.

## References

[1] Fric J, Lim CX, Koh EG (2012). Calcineurin/NFAT signalling inhibits myeloid haematopoiesis. EMBO Mol Med.

[2] Fric J, Zelante T, Wong AY (2012). NFAT control of innate immunity. Blood.

[3] Macian F (2005). NFAT proteins: Key regulators of T-cell development and function. Nat Rev Immunol.

[4] Hogan PG, Chen L, Nardone J (2003). Transcriptional regulation by calcium, calcineurin, and NFAT. Genes Dev.

[5] Feske S, Okamura H, Hogan PG (2003). Ca2+/calcineurin signalling in cells of the immune system. Biochem Biophys Res Commun.

[6] Graef I, Chen F, Chen L (2001). Signals transduced by Ca(2+)/calcineurin and NFATc3/c4 pattern the developing vasculature. Cell.

[7] de la Pompa J, Timmerman L, Takimoto H (1998). Role of the NF-ATc transcription factor in morphogenesis of cardiac valves and septum. Nature.

[8] Zelante T, Fric J, Wong AY (2012). Interleukin-2 production by dendritic cells and its immuno-regulatory functions. Front Immunol.

[9] Zanoni I, Ostuni R, Capuano G (2009). CD14 regulates the dendritic cell life cycle after LPS exposure through NFAT activation. Nature.

[10] Greenblatt MB, Aliprantis A, Hu B (2010). Calcineurin regulates innate antifungal immunity in neutrophils. J Exp Med.

[11] Buxade M, Lunazzi G, Minguillon J (2012). Gene expression induced by Toll-like receptors in macrophages requires the transcription factor NFAT5. J Exp Med.

[12] Zaslavsky A, Chou ST, Schadler K (2013). The calcineurin-NFAT pathway negatively regulates megakaryopoiesis. Blood.

[13] Gallo EM, Ho L, Winslow MM (2008). Selective role of calcineurin in haematopoiesis and lymphopoiesis. EMBO Rep.

[14] Bauer W, Rauner M, Haase M (2011). Osteomyelosclerosis, anemia and extramedullary hematopoiesis in mice lacking the transcription factor NFATc2. Haematologica.

[15] Kiani A, Habermann I, Haase M (2004). Expression and regulation of NFAT (nuclear factors of activated T cells) in human CD34+ cells: Down-regulation upon myeloid differentiation. J Leukoc Biol.

[16] Boyer S, Schroeder A, Smith-Berdan S (2011). All hematopoietic cells develop from hematopoietic stem cells through Flk2/Flt3-positive progenitor cells. Cell Stem Cell.

[17] Kiani A, Kuithan H, Kuithan F (2007). Expression analysis of nuclear factor of activated T cells (NFAT) during myeloid differentiation of CD34+ cells: Regulation of Fas ligand gene expression in megakaryocytes. Exp Hematol.

[18] Negishi-Koga T, Takayanagi H (2009). Ca2+-NFATc1 signaling is an essential axis of osteoclast differentiation. Immunol Rev.

[19] Caetano M, Vieira-de-Abreu A, Teixeira L (2002). NFATC2 transcription factor regulates cell cycle progression during lymphocyte activation: Evidence of its involvement in the control of cyclin gene expression. Faseb J.

[20] Horsley V, Aliprantis AO, Polak L (2008). NFATc1 balances quiescence and proliferation of skin stem cells. Cell.

[21] Li X, Zhu L, Yang A (2011). Calcineurin-NFAT signaling critically regulates early lineage specification in mouse embryonic stem cells and embryos. Cell Stem Cell.

[22] Passegué E, Wagers A, Giuriato S (2005). Global analysis of proliferation and cell cycle gene expression in the regulation of hematopoietic stem and progenitor cell fates. J Exp Med.

[23] Majumdar MK, Thiede MA, Mosca JD (1998). Phenotypic and functional comparison of cultures of marrow-derived mesenchymal stem cells (MSCs) and stromal cells. J Cell Physiol.

[24] Baldridge M, King K, Goodell M (2011). Inflammatory signals regulate hematopoietic stem cells. Trends Immunol.

[25] Jack GD, Zhang L, Friedman AD (2009). M-CSF elevates c-Fos and phospho-C/EBPalpha(S21) via ERK whereas G-CSF stimulates SHP2 phosphorylation in marrow progenitors to contribute to myeloid lineage specification. Blood.

[26] Gilliland DG, Griffin JD (2002). The roles of FLT3 in hematopoiesis and leukemia. Blood.

[27] Adolfsson J, Månsson R, Buza-Vidas N (2005). Identification of Flt3+ lympho-myeloid stem cells lacking erythro-megakaryocytic potential a revised road map for adult blood lineage commitment. Cell.

[28] Paredes-Gamero EJ, Leon CM, Borojevic R (2008). Changes in intracellular Ca2+ levels induced by cytokines and P2 agonists differentially modulate proliferation or commitment with macrophage differentiation in murine hematopoietic cells. J Biol Chem.

[29] Barbosa CM, Leon CM, Nogueira-Pedro A (2011). Differentiation of hematopoietic stem cell and myeloid populations by ATP is modulated by cytokines. Cell Death Dis.

[30] Leon CM, Barbosa C, Justo G (2011). Requirement for PLCγ2 in IL-3 and GM-CSF-stimulated MEK/ERK phosphorylation in murine and human hematopoietic stem/progenitor cells. J Cell Physiol.

[31] Barbosa CM, Bincoletto C, Barros CC (2014). PLCgamma2 and PKC are important to myeloid lineage commitment triggered by M-SCF and G-CSF. J Cell Biochem.

[32] Choudhary C, Müller-Tidow C, Berdel W (2005). Signal transduction of oncogenic Flt3. Int J Hematol.

[33] Waskow C, Liu K, Darrasse-Jèze G (2008). The receptor tyrosine kinase Flt3 is required for dendritic cell development in peripheral lymphoid tissues. Nat Immunol.

[34] McKenna HJ, Stocking KL, Miller RE (2000). Mice lacking flt3 ligand have deficient hematopoiesis affecting hematopoietic progenitor cells, dendritic cells, and natural killer cells. Blood.

[35] Onai N, Obata-Onai A, Tussiwand R (2006). Activation of the Flt3 signal transduction cascade rescues and enhances type I interferon-producing and dendritic cell development. J Exp Med.

[36] D'Amico A, Wu L (2003). The early progenitors of mouse dendritic cells and plasmacytoid predendritic cells are within the bone marrow hemopoietic precursors expressing Flt3. J Exp Med.

[37] Karsunky H, Merad M, Cozzio A (2003). Flt3 ligand regulates dendritic cell development from Flt3+ lymphoid and myeloid-committed progenitors to Flt3+ dendritic cells in vivo. J Exp Med.

[38] Matthews W, Jordan C, Wiegand G (1991). A receptor tyrosine kinase specific to hematopoietic stem and progenitor cell-enriched populations. Cell.

[39] Mackarehtschian K, Hardin J, Moore K (1995). Targeted disruption of the flk2/flt3 gene leads to deficiencies in primitive hematopoietic progenitors. Immunity.

[40] Hudak S, Hunte B, Culpepper J (1995). FLT3/FLK2 ligand promotes the growth of murine stem cells and the expansion of colony-forming cells and spleen colony-forming units. Blood.

[41] Liu K, Nussenzweig M (2010). Origin and development of dendritic cells. Immunol Rev.

[42] Guermonprez P, Helft J, Claser C (2013). Inflammatory Flt3l is essential to mobilize dendritic cells and for T cell responses during Plasmodium infection. Nat Med.

[43] Böiers C, Buza-Vidas N, Jensen C (2010). Expression and role of FLT3 in regulation of the earliest stage of normal granulocyte-monocyte progenitor development. Blood.

[44] Yasmin N, Bauer T, Modak M (2013). Identification of bone morphogenetic protein 7 (BMP7) as an instructive factor for human epidermal Langerhans cell differentiation. J Exp Med.

[45] Taschner S, Koesters C, Platzer B (2007). Down-regulation of RXRalpha expression is essential for neutrophil development from granulocyte/monocyte progenitors. Blood.

[46] Crabtree GR (1999). Generic signals and specific outcomes: Signaling through Ca2+, calcineurin, and NF-AT. Cell.

[47] Zeng H, Chattarji S, Barbarosie M (2001). Forebrain-specific calcineurin knockout selectively impairs bidirectional synaptic plasticity and working/episodic-like memory. Cell.

[48] Kuhn R, Schwenk F, Aguet M (1995). Inducible gene targeting in mice. Science.

[49] Strobl H, Bello-Fernandez C, Riedl E (1997). flt3 ligand in cooperation with transforming growth factor-beta1 potentiates in vitro development of Langerhans-type dendritic cells and allows single-cell dendritic cell cluster formation under serum-free conditions. Blood.

[50] Brouard S, Puig-Pey I, Lozano JJ (2010). Comparative transcriptional and phenotypic peripheral blood analysis of kidney recipients under cyclosporin A or sirolimus monotherapy. Am J Transplant.

[51] Ruedl C, Khameneh HJ, Karjalainen K (2008). Manipulation of immune system via immortal bone marrow stem cells. Int Immunol.

[52] Matsumoto A, Takeishi S, Kanie T (2011). p57 is required for quiescence and maintenance of adult hematopoietic stem cells. Cell Stem Cell.

[53] Akala OO, Clarke MF (2006). Hematopoietic stem cell self-renewal. Curr Opin Genet Dev.

[54] Orford K, Scadden D (2008). Deconstructing stem cell self-renewal: Genetic insights into cell-cycle regulation. Nat Rev Genet.

[55] Karpurapu M, Wang D, Van Quyen D (2010). Cyclin D1 is a bona fide target gene of NFATc1 and is sufficient in the mediation of injury-induced vascular wall remodeling. J Biol Chem.

[56] Carvalho L, Teixeira L, Carrossini N (2007). The NFAT1 transcription factor is a repressor of cyclin A2 gene expression. Cell Cycle.

[57] Singh NK, Kundumani-Sridharan V, Kumar S (2012). Protein kinase N1 is a novel substrate of NFATc1-mediated cyclin D1-CDK6 activity and modulates vascular smooth muscle cell division and migration leading to inward blood vessel wall remodeling. J Biol Chem.

[58] Baksh S, Widlund HR, Frazer-Abel AA (2002). NFATc2-mediated repression of cyclin-dependent kinase 4 expression. Mol Cell.

[59] Santini MP, Talora C, Seki T (2001). Cross talk among calcineurin, Sp1/Sp3, and NFAT in control of p21(WAF1/CIP1) expression in keratinocyte differentiation. Proc Natl Acad Sci U S A.

[60] Gallo EM, Winslow MM, Cante-Barrett K (2007). Calcineurin sets the bandwidth for discrimination of signals during thymocyte development. Nature.

[61] Rosu-Myles M, Taylor B, Wolff L (2007). Loss of the tumor suppressor p15Ink4b enhances myeloid progenitor formation from common myeloid progenitors. Exp Hematol.

[62] Aramburu J, Garcia-Cozar F, Raghavan A (1998). Selective inhibition of NFAT activation by a peptide spanning the calcineurin targeting site of NFAT. Mol Cell.

[63] Hirao A, Kawano Y, Takaue Y (1993). Effects of immunosuppressants, FK506, deoxyspergualin, and cyclosporine A on immature human hematopoiesis. Blood.

[64] Yamane H, Paul WE (2013). Early signaling events that underlie fate decisions of naive CD4(+) T cells toward distinct T-helper cell subsets. Immunol Rev.

[65] Patterson RL, van Rossum DB, Nikolaidis N (2005). Phospholipase C-gamma: Diverse roles in receptor-mediated calcium signaling. Trends Biochem Sci.

[66] Sharma S, Quintana A, Findlay GM (2013). An siRNA screen for NFAT activation identifies septins as coordinators of store-operated Ca2+ entry. Nature.

[67] Chu S, Heiser D, Li L (2012). FLT3-ITD Knockin Impairs Hematopoietic Stem Cell Quiescence/Homeostasis, Leading to Myeloproliferative Neoplasm. Cell Stem Cell.

[68] Feske S (2007). Calcium signalling in lymphocyte activation and disease. Nat Rev Immunol.

[69] Dolmetsch R, Lewis R, Goodnow C (1997). Differential activation of transcription factors induced by Ca2+ response amplitude and duration. Nature.

[70] Muller MR, Sasaki Y, Stevanovic I (2009). Requirement for balanced Ca/NFAT signaling in hematopoietic and embryonic development. Proc Natl Acad Sci U S A.

[71] Adolfsson J, Borge O, Bryder D (2001). Upregulation of Flt3 expression within the bone marrow Lin(-)Sca1(+)c-kit(+) stem cell compartment is accompanied by loss of self-renewal capacity. Immunity.

[72] Christensen J, Weissman I (2001). Flk-2 is a marker in hematopoietic stem cell differentiation: A simple method to isolate long-term stem cells. Proc Natl Acad Sci U S A.

[73] Kiyoi H, Towatari M, Yokota S (1998). Internal tandem duplication of the FLT3 gene is a novel modality of elongation mutation which causes constitutive activation of the product. Leukemia.

[74] Lee B, Tothova Z, Levine R (2007). FLT3 mutations confer enhanced proliferation and survival properties to multipotent progenitors in a murine model of chronic myelomonocytic leukemia. Cancer Cell.

[75] Kelly L, Liu Q, Kutok J (2002). FLT3 internal tandem duplication mutations associated with human acute myeloid leukemias induce myeloproliferative disease in a murine bone marrow transplant model. Blood.

[76] Li L, Piloto O, Nguyen H (2008). Knock-in of an internal tandem duplication mutation into murine FLT3 confers myeloproliferative disease in a mouse model. Blood.

How the deposited data were processed for this re-analysis (not part of the article)

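The samples are 21 mouse arrays of cKIT-enriched lineage-negative bone marrow cells, 3 in each of 7 groups: before culture, and after 24 h or 48 h with Flt3-L without inhibitor, with CsA or with FK506. The paper names HSC medium for the cultures, which also holds SCF, IL-6 and IL-3. The deposited table holds log2 values for 28874 probe sets, which the authors made with RMA (background correction, normalization of all arrays to one distribution, and summary of the probes of a set), as the deposited sample descriptions state. The version of RMA is not stated in the sources used here. Of the probe sets, 23410 are listed with a gene, 21789 of them with exactly 1 gene and 1621 with several, and 5464 with none. Of the single-gene symbols, 19856 genes matched the gene reference. Probe sets listed with several genes, among them that of Cdkn1a, were left out. For the 999 genes with more than 1 probe set the one with the highest mean over all arrays was used, which left 19938 genes. No array was left out, and 0 pairs of arrays held identical values.
Groups were compared with limma 3.58.1 in R 4.3.3, with a mean per group, 14 residual degrees of freedom and a prior of 4.67, and p values adjusted by Benjamini-Hochberg within each comparison at 0.05. The comparisons were each drug against untreated cultures at 24 h, at 48 h and over both times, the difference of each drug's effect between the times, CsA against FK506 at each time, and untreated cultures across the times. The median standard error of a log2 fold change was 0.0916 at one time and 0.0648 over both times.
Lists of genes by function were written from general knowledge, and 27 were tested with limma's camera, against all other genes, with a preset correlation of 0.01 and with a correlation estimated from these arrays, and with fry, which does not compare a list with other genes. The lists cover G1/S genes, inhibitors of cyclin-dependent kinases, S phase, G2/M and mitosis, p53 targets, myeloid transcription factors, transcription factors of other lineages, stem and progenitor genes, primary granules, maturing neutrophils, monocytes and macrophages, dendritic cells, mast cells and basophils, eosinophils, erythroid cells, megakaryocytes, B cells, T and NK cells, targets of calcineurin and NFAT, components of that pathway, interferon response, inflammatory cytokines, ribosome biogenesis, cholesterol synthesis, unfolded protein and amino acid stress, glycolysis, and immediate early genes. A member was called from the p value adjusted over all genes, and a second count adjusts over the list alone. The mean of a list per array was also compared between groups with its standard error over arrays and a 95% interval, and with 2000 random lists of genes matched on mean value. The random lists draw each gene on its own, so they vary less than a list of genes that move together. The genes labelled in Fig. 4A and those named in the text were looked up singly.
Genes open to naming are, for CsA at each time, the 10 largest rises and the 10 largest falls among called genes whose 3 treated arrays lie on one side of the 3 untreated arrays, the 5 largest each way for the other comparisons, the genes that the paper names or labels, and for each list the 2 to 4 called members with the largest change. Apart from the 10 largest with CsA, the text names only part of them. Values of Spi1, Cebpa, Irf8, Gfi1, Gata1, Flt3, Rcan1 and Myc, and the values over both times for genes of the paper, were chosen after the data were seen.
The fits were tested on simulated data. With 50 genes changed by 1 on the log2 scale and the real residual arrays as noise, limma recovered 49 for CsA at 24 h and 49 for FK506 at 48 h, with 0 and 1 false calls. With the same noise the camera test with a preset correlation called 10 of 26 lists that held no change, and with an estimated correlation 1 and 0, so the preset call of a list is reported with the estimated one beside it. Replicate numbers were checked for pairing by the correlation of deviations from the group means. With CsA at 24 h, CsA at 48 h, FK506 at 24 h and in untreated cells at 24 h against 0 h, arrays of the same number correlated above 0.1 for every number (lowest 0.347, 0.357, 0.193 and 0.154), and in the other comparisons of groups they did not. The alternatives were the replicate number as a block, all probe sets, the mean of a gene's probe sets, leaving out the dimmest 25% or 50% of genes, another quantile normalization, centring arrays on their medians, only the arrays compared, eBayes with trend and robust settings, array weights, the tests of the paper's methods, and leaving out each array or replicate number. The tests of the paper's methods, a t-test from its general statistics and a two-way analysis of variance, were run on all genes. The paper ran the latter on genes chosen by Gene Ontology terms. The estimate of array weights did not converge. Robust settings used statmod 1.5.0.
Arrays were also split in all ways that keep group sizes (10 splits for 3 against 3, and 100 for both times together), and 100 draws of unchanged groups gave the correlation that shared controls bring. The quantitative PCR, calcium imaging, flow cytometry and human cell data of the paper were not analysed, since the deposited table holds none of them.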

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

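The comparison of the stress genes with FK506 and the test of array spread for myeloid genes were chosen after the results were seen. So was a stricter condition on the interval in the test of array spread for S phase and G2/M genes, which was otherwise set before.
The effect of CsA differed between 24 h and 48 h for 5 genes by limma's test of the difference itself, 1 higher and 4 lower at 48 h, with 6199 at an unadjusted p under 0.05. They were Ccl22, a chemokine of dendritic cells (difference -1.22, standard error 0.207, adjusted p = 0.0495), Creb5, a transcription factor (-0.82, standard error 0.138, adjusted p = 0.0495), Mmp13, a collagenase (-1.13, standard error 0.126, adjusted p = 0.000724), Plxdc2, a membrane receptor (-1.24, standard error 0.154, adjusted p = 0.00179), and Rapgef5, an exchange factor for Rap proteins (1.11, standard error 0.186, adjusted p = 0.0495). The count was 3039 without 24 h CsA replicate 3, 8 without 24 h CsA replicate 1, 27 without 48 h CsA replicate 1, 18 without 48 h untreated replicate 3, 5 without 48 h untreated replicate 2, 2 to 3 without any other array of these groups, and 17 with a replicate block. Of the 100 splits over both times, 8 called at least as many genes as the 5 of the real one. Other splits can carry the CsA effect itself into this difference, so they neither exclude chance nor show it. The highest other split, 972, exchanges the labels at one time and so equals the effect over both times, and the highest apart from it called 228. The split of 228 was among those that do not part all pairs of same-numbered arrays, and 16 of the 100 part them. What else lies behind that split was not tested, and such splits mix CsA and untreated arrays.
By the preset camera test the difference between the times was also called for S phase (mean 0.27), G2/M and mitosis (0.21) and ribosome biogenesis (0.31). With an estimated correlation the adjusted p was 0.150, 0.333 and 0.333, so these calls were lost. After quantile normalization the means were 0.18 (95% interval 0.08 to 0.28) for S phase, 0.11 (0.00 to 0.21) for G2/M and 0.21 for ribosome biogenesis. Without that normalization random lists of equal brightness had a mean of 0.10 for S phase and 0.11 for G2/M. Of these random lists, which draw each gene on its own, 100% were lower than the 0.27 of S phase and the 0.21 of G2/M.
Signals also appeared in comparisons for which the text and figures of the paper give no counts. Its methods test genes for an effect of time, and its Supporting Information was not read here. Between untreated cells before and after culture, 4832 genes changed by 24 h and 8004 by 48 h, between CsA and FK506 289 genes differed at 24 h and 397 at 48 h, and the list of unfolded protein and amino acid stress rose with CsA at 48 h by a mean of 0.54. Without 1 array the counts between the drugs fell to as few as 62 (24 h FK506 replicate 3) and 131 (48 h CsA replicate 3). For each of these counts, and for the 6314 genes between untreated 24 h and 48 h, 1 of 10 splits reached the real count and the highest other split called 0. For CsA against untreated cells the same held, with 781 at 24 h and 675 at 48 h (1 of 10 each). For FK506 10 of 10 splits reached the real count of 0 at 24 h (highest other 0), and 3 of 10 reached the real count of 1 at 48 h (highest other 11). With 10 splits the share cannot fall under 0.05. Over both times CsA called 972 genes, more than any other of 100 splits (highest other 228, and 54 among the 14 that part all pairs), while 11 of 100 splits reached the 1 gene of FK506 (highest other 75). For the difference of the FK506 effect between the times, 100 of 100 reached the real count of 0 (highest other 75).
With CsA at 24 h 15 of 42 S phase genes and 18 of 43 G2/M genes were lower and none higher (31 and 39 lower when adjusted over the list alone). The S phase list kept its camera call and the G2/M list lost it (adjusted p = 0.0463 and 0.0588 with an estimated correlation). A different spread of values between arrays may lie behind such a fall, but 0.759 of the mean was kept after quantile normalization. Without 24 h CsA replicate 2, the array of narrowest spread, 0.951 of the mean was kept. Among random lists of equal brightness 0% had a lower mean. These lists draw each gene on its own, so small means of genes that move together look extreme. With FK506 at 24 h the 85 genes together had a mean of -0.03 (95% interval -0.11 to 0.05), and 0.1% were lower. The share thus says little by itself. For CsA at 24 h the random lists had a mean of -0.06, outside the interval of the 85 genes (-0.34 to -0.18). From these arrays it stays open whether cells divided less or the mix of cells in the cultures differed. The paper measured division in sorted progenitors by CFSE and BrdU (Fig. 4I, 4J). It reports that GMPs proliferated more with CsA or FK506 and that the other progenitors did not respond. These arrays hold mixed cells and do not measure division.
The stress genes were higher with CsA, by a mean of 0.37 (95% interval 0.19 to 0.54) at 24 h and of 0.54 at 48 h. At 24 h the list's preset camera call was lost with an estimated correlation. If they followed from calcineurin inhibition that FK506 shares, they would rise with FK506 as well, but the upper 95% bound of their mean under FK506 at 48 h was 0.195 beside 0.54 with CsA. FK506 could also have had no effect in these cultures. The correlation of its effect at 24 h with that of CsA at 48 h was -0.214, where draws of unchanged groups reached 0.698, so the arrays do not settle it. The doses of the drugs differ, so drug and dose stay open together.
With CsA at 48 h 11 of 21 genes of maturing neutrophils, 4 of 23 of monocytes and 8 of 22 of dendritic cells were lower and none higher (16, 8 and 9 lower when adjusted over the list alone). The preset camera calls of these lists were lost (adjusted p = 0.0851, 0.487 and 0.134 with an estimated correlation). A different spread between arrays was tested, and 1.03 of the mean of the neutrophil list was kept after quantile normalization. CsA may hold back the change that culture brings. The correlation of its effect at 48 h with the untreated change from 0 h to 24 h was -0.137, where draws of unchanged groups reached -0.372, so this stays open.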

How the results depend on the processing

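The alternative without the 3 arrays of extreme spread was chosen after the values were seen.
Over all alternatives together, the counts moved more often than lists called in either fit changed direction. Of 296 alternative counts for the 13 comparisons, 198 stayed within 1.5 times and 98 moved. Of 3564 alternative values of lists, 3191 kept their side of the threshold, 223 were weaker, 140 stronger and 10 reversed. A change of direction was counted only for lists called in the main fit or in the alternative. The 3191 thus hold lists called in neither that changed sign. S phase with CsA at 48 h, for 1, went from 0.019 to -0.0143 after quantile normalization. Named genes that were called kept their call in 4183 of 5552 alternatives, and those not called stayed so in 11051 of 11278. Leaving out arrays uses the spread pooled over all groups, so the remaining arrays of a group are assumed to vary like the others.
With fewer arrays in the fit (only the arrays compared), CsA called 89 genes at 24 h and 347 at 48 h, FK506 0 at 48 h, the difference between the times 2, and CsA against FK506 28 and 18. Without the 3 arrays of extreme spread, CsA called 112 at 24 h, 304 at 48 h and 612 over both times, the difference 2, CsA against FK506 87 at 24 h and untreated 48 h against 24 h 2455.
The tests named in the paper's methods were run here on all genes, not on its choice by Gene Ontology terms. The methods' t-test called 3055 genes at 24 h and 2624 at 48 h for CsA and 771 and 304 for FK506 at an unadjusted p. At an adjusted p it called 0 at 24 h and 2 at 48 h for CsA and 0 at 48 h for FK506. The methods' two-way test called 2830 for CsA and 304 for FK506 at an unadjusted p and 597 and 0 at an adjusted p. The cause was not tested.
With array weights, whose estimate did not converge, CsA called 1087 at 48 h, FK506 12 at 48 h and 2 over both times, the difference between the times 498 and CsA against FK506 3415 at 48 h. Without the dimmest 50% of genes, FK506 called 0 at 48 h and 0 over both times (Il1rn is among those left out), the difference 0, and CsA against FK506 443 at 24 h. The correlation of CsA at 24 h with FK506 at 48 h was then -0.209, and that of CsA at 24 h with CsA at 48 h 0.347. With all probe sets the difference between the times was 2, after quantile normalization 3, and with arrays centred on their medians 2, where CsA against FK506 gave 260 at 48 h. For these the cause was not tested.
With a replicate block the difference between the times was 17, and CsA against FK506 446 at 24 h and 599 at 48 h. The numbers pair the arrays of CsA and untreated cultures but not those of CsA and FK506. For CsA against untreated cells the block gave 1075 genes at 24 h, 960 at 48 h and 1272 over both times, beside 781, 675 and 972 without it. It changed no other count by over 1.5 times and no call of a list of cell cycle or myeloid transcription factor genes.
For the lists, only the 5 of cell cycle and myeloid transcription factor genes are followed here, each drug against untreated cells. Other lists, such as maturing neutrophils and monocytes, also lost preset calls. With an estimated correlation, these of the 5 lost the preset call at an unchanged mean: with CsA at 24 h G1/S (-0.13), G2/M (-0.26) and myeloid transcription factors (-0.0726), with CsA at 48 h G2/M (-0.0566) and myeloid factors (-0.20), with FK506 at 24 h G1/S (-0.0260), S phase (-0.0291) and G2/M (-0.0312), and with FK506 at 48 h G2/M (0.0464). With fry the same lists were not called, except that G1/S and G2/M with CsA at 24 h and myeloid factors at 48 h kept their call. Without the dimmest 25% of genes, myeloid factors with CsA at 24 h (-0.0726) and G1/S with FK506 at 24 h (-0.0260) lost it. After quantile normalization myeloid factors with CsA at 24 h (-0.0314), and with FK506 G1/S (-0.0125), S phase (-0.0126) and G2/M (-0.0160) at 24 h and G2/M (0.0177) at 48 h lost it.
Leaving out 1 array or replicate number gave 5 to 2784 genes for CsA at 24 h (2784 without 24 h CsA replicate 3, 241 without its replicate 2, 270, 309 and 155 without untreated replicates 1, 2 and 3, and 36, 5 and 92 without replicate 1, 2 and 3 of all groups). It gave 143 to 719 for CsA at 48 h (143, 165 and 210 without replicate 1, 2 and 3, 313 without untreated replicate 1, 439 and 207 without CsA replicates 2 and 3). FK506 at 24 h gave 0 throughout and at 48 h 0 to 1 (0 without any replicate number, FK506 replicate 1 or 2, or untreated replicate 2 or 3). Over both times CsA gave 322 to 905 (381, 399 and 322 without replicate 1, 2 and 3) and FK506 0 to 1. The difference between the times gave 0 to 3039. CsA against FK506 gave 0 to 240 at 24 h (26, 0 and 48 without replicate 1, 2 and 3, 138 and 99 without CsA replicates 2 and 3, and 174, 76 and 62 without FK506 replicates 1, 2 and 3) and 80 to 364 at 48 h (80, 86 and 151 without replicate 1, 2 and 3, 131 without CsA replicate 3, 245 without FK506 replicate 2). Untreated cells gave 2943 to 4434 at 24 h against 0 h (2943 without replicate 2), 6027 to 7491 at 48 h against 0 h, and 1750 to 5418 at 48 h against 24 h (1750 and 3321 without replicate 1 and 2, 3690 without 24 h untreated replicate 1, 3374 without 48 h untreated replicate 1). Where counts fell, fewer arrays were in the fit.
The same ranges are given for those of the 5 cell cycle and myeloid factor lists that changed, and for other lists only where an alternative reversed them. With CsA they were myeloid transcription factors at 24 h -0.0974 to -0.0356, S phase at 48 h -0.00952 to 0.0597 and G2/M at 48 h -0.108 to 0.0188 (0.0188 without replicate 3). With FK506 at 24 h they were G1/S -0.0417 to -0.00448, S phase -0.0533 to -0.00522, G2/M -0.0479 to -0.00580, myeloid factors -0.0304 to 0.00625, stem genes -0.0672 to 0.0875 and erythroid genes -0.273 to 0.254. With FK506 at 48 h they were G1/S 0.00414 to 0.0660, S phase -0.0262 to 0.0727, G2/M -0.0131 to 0.0967, dendritic cells -0.123 to 0.118, interferon -0.408 to 0.119 and glycolysis -0.147 to 0.139 (S phase and G2/M were lowest without replicate 1).
The split of called genes into higher and lower moved by over 10 points with the scaling. CsA at 24 h gave 271 higher and 288 lower after quantile normalization and 140 and 905 after centring, CsA over both times 218 and 576 after centring, the difference between the times 0 and 3 and 0 and 2, CsA against FK506 at 24 h 149 and 148 and then 42 and 232, untreated 48 h against 0 h 2484 and 5282 after centring and against 24 h 1244 and 4570. Centring moved the median of all genes by 0.12 for the difference between the times and by -0.11 for untreated 48 h against 24 h. The split also depends on single arrays, with 1791 higher and 993 lower for CsA at 24 h without 24 h CsA replicate 3, beside 297 and 484 with all arrays.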

Differences from the paper's values

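The values over both times for genes of the paper were added after the call of Cd34 was seen.
The paper states that genes of the main cell cycle checkpoints rose with inhibition of the pathway. Of 20 genes labelled for cell cycle regulation in Fig. 4A, with CsA none was called higher and 3 lower at 24 h, none higher and 2 lower at 48 h, and none higher and 5 lower over both times. At an unadjusted p under 0.05 limma gave 0 higher and 11 lower at 24 h, 5 higher and 4 lower at 48 h, and 3 higher and 10 lower over both times. Adjusted over the list alone, Ccny (0.18) and Cnnm2 (0.19) were higher at 48 h and Cnnm2 (0.15) over both times. Other settings also called Cnnm2 higher, namely at 24 h the methods' t-test at an unadjusted p, at 48 h array weights and leaving out the dimmest 50% of genes, and over both times the replicate block, quantile normalization, array weights, leaving out the dimmest 25% or 50% and the methods' two-way test at an unadjusted p. The last called Ccny and Cdk18 higher as well, and the methods' t-test at an unadjusted p called Cdc16 higher at 48 h. The figure's columns carry no times.
The paper states that the kinases Cdk4 and Cdk6 rose with inhibition. Its quantitative PCR in sorted cells found both higher with the inhibitors in GMPs (Fig. 4E, 4F). These arrays hold mixed progenitors, so they do not test a change limited to GMPs. At 24 h the log2 fold change with CsA was -0.03 for Cdk4 and 0.00 for Cdk6, and at 48 h 0.14 for each, the direction that the paper gives, with no call by limma. With FK506 it was -0.06 and -0.01 at 24 h, and 0.05 and 0.00 at 48 h, where Cdk4 has the direction of the paper, with no call by limma. With CsA at 48 h the methods' t-test and over both times the methods' two-way test called Cdk4 higher, both at an unadjusted p, and no setting called Cdk6.
The paper states that several genes of myeloid differentiation rose. Of 31 genes labelled for hematopoiesis, with CsA none was higher and 7 lower at 24 h, and none higher and 16 lower at 48 h. Over both times Cd34 (0.23) and Hpgds (0.58) were higher and 16 lower. Adjusted over the list alone Il3ra and Hpgds were higher at 24 h and Cd34, Cd24a and Hpgds at 48 h. The replicate block called Cd34 higher at 48 h, array weights Hpgds at 24 h, the fit of only the arrays compared Hpgds at 48 h, and the methods' t-test at an unadjusted p Cd34 and Il3ra at 24 h and Hpgds at 48 h, the last also with FK506. With FK506 Cd59b was higher at 48 h when adjusted over the list alone, and the methods' two-way test at an unadjusted p called Hpgds and Cd59b higher over both times. Of 31 measured genes labelled for regulation of differentiation none was higher, and 3 were lower at 24 h and 4 at 48 h. Adjusted over the list alone Pa2g4, E2f6, E2f3 and Etv1 were higher at 48 h and Etv1 over both times. The methods' t-test at an unadjusted p called Pa2g4 at 48 h and the replicate block and array weights Etv1, and over both times the replicate block and the methods' two-way test at an unadjusted p called Etv1.
The paper states that lineage-determining transcription factors fell with the inhibitors. The 45 factors looked up here come from lists written from general knowledge, not from the labels of Fig. 4A. With CsA, of these 45 factors 1 was lower at 24 h, Ets1 (-0.40), and 4 at 48 h, Rara (-0.38), Egr2 (-0.71), Relb (-0.30) and Notch1 (-0.35), the paper's direction, with none higher and the others not called. With FK506 limma called none of these factors at either time, with 2 at 24 h and 1 at 48 h at an unadjusted p under 0.05, and the methods' t-test gave 1 at each time at an unadjusted p.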

Other observations

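The correlations with draws of unchanged groups use tests set before the results.
CsA raised genes of the response to unfolded protein and to amino acid shortage, which the text of the paper does not discuss. Of 21 genes, 8 rose and none fell at 24 h (10 higher when adjusted over the list alone), and 14 rose and none fell at 48 h (18 higher). Atf4, the transcription factor of this response, went from 9.65 ± 0.03 (SD, n = 3) to 10.12 ± 0.10 (SD, n = 3) at 24 h and from 9.13 ± 0.09 (SD, n = 3) to 9.94 ± 0.18 (SD, n = 3) at 48 h (log2 fold change 0.81). Its targets Trib3, a pseudokinase (1.39 and 1.11), and Ddit3, the factor CHOP, at 24 h (0.95) rose, and so did Dnajb9, a chaperone of the endoplasmic reticulum (0.80 and 1.00). The list mean was 0.37 (95% interval 0.19 to 0.54) at 24 h, where the preset call was lost (adjusted p = 0.334 with an estimated correlation), and 0.54 (0.37 to 0.72) at 48 h (adjusted p = 0.00998 with an estimated correlation). With FK506 limma called none of the 21 at either time, with 0 at an unadjusted p and 0 by the methods' t-test, and the means were -0.00 and 0.02, which both change sign after quantile normalization. CsA exceeded FK506 by a mean of 0.37 at 24 h (adjusted p = 0.0844 with an estimated correlation) and of 0.52 at 48 h (adjusted p = 0.00433). The difference of the CsA effect between the times was 0.18 (-0.07 to 0.42).
Untreated culture itself brought the largest changes. By 48 h Gpnmb, a membrane protein of macrophages, rose by 6.72, C3ar1, a complement receptor, by 6.47 and Saa3, an acute phase protein, by 6.36. Rhag of the erythrocyte membrane fell by 5.70 and Car1, carbonic anhydrase 1, by 5.48. From 24 h to 48 h 6314 genes changed (3076 higher and 3238 lower), with Atp6v0d2, a proton pump subunit of macrophages and osteoclasts (3.14), and Mrc1, the mannose receptor (2.61), among the largest rises. That count was 3690 without 24 h untreated replicate 1 and 3374 without 48 h untreated replicate 1. At 48 h against 0 h, 19 of 21 genes of maturing neutrophils rose and none fell (mean 2.32), 22 of 23 of monocytes rose and 1 fell (2.49), and 14 of 15 erythroid genes fell and none rose (-2.89), with an adjusted p = 0.0668, 0.0565 and 0.0859 with an estimated correlation. Of S phase genes, 37 of 42 fell and none rose (mean -0.47, adjusted p = 0.0612 with an estimated correlation).
Of 31 genes of the interferon response, Gbp3, a guanylate-binding protein, fell with CsA at 24 h (-0.50, also 1 lower when adjusted over the list alone), and 4 fell and none rose at 48 h (19 lower when adjusted over the list alone), among them Zbp1, a sensor of nucleic acids (-0.83), with a mean of -0.57. Its preset calls were lost at both times (adjusted p = 0.752 and 0.356 with an estimated correlation). Of 22 inflammatory genes Il1rn fell at 24 h (1 higher and 2 lower when adjusted over the list alone) and 4 fell and none rose at 48 h (6 lower when adjusted over the list alone), with Il18, interleukin-18, at -0.93 and a mean of -0.28 (adjusted p = 0.487 with an estimated correlation). With FK506 the means were -0.10 and -0.17 for interferon and -0.13 and -0.14 for inflammatory genes at 24 h and 48 h, and all 4 preset calls were lost (adjusted p = 0.860 at 24 h and 0.964 at 48 h with an estimated correlation). Both drugs are compared with the same untreated arrays, and in draws of unchanged groups with shared controls 67.9% of genes went the same way, so a shared direction is no separate evidence. The interferon mean at 48 h turned to 0.12 without 48 h untreated replicate 3 and to 0.08 without 48 h FK506 replicate 2. Of these genes limma called only Il1rn with FK506, lower at 48 h, and adjusted over the list alone it was lower at both times. For interferon limma thus called 0 at both times, with 0 and 0 at an unadjusted p and 1 and 0 by the methods' t-test, and for inflammatory genes 0 at 24 h, with 2 at an unadjusted p and 3 by the methods' t-test. Of 17 genes of cholesterol synthesis, Nsdhl, a sterol dehydrogenase, fell at 24 h (-0.40, with 11 lower when adjusted over the list alone), with a list mean of -0.23 (adjusted p = 0.178 with an estimated correlation). At 48 h limma called none, with 2 at an unadjusted p and 1 by the methods' t-test, and the mean of -0.04 changed sign with the scaling.
Of 15 erythroid genes Alas2, of heme synthesis, rose (0.33) and Tfrc, the transferrin receptor, fell (-0.46) with CsA at 24 h, and these were also the calls when adjusted over the list alone. At 48 h limma called none, with 0 at an unadjusted p and 0 by the methods' t-test. Of 19 genes of glycolysis and hypoxia Vegfa, a growth factor of vessels, rose at 24 h (0.54, also 1 higher when adjusted over the list alone), and limma called none at 48 h, with 4 at an unadjusted p and 2 by the methods' t-test. Limma called none of 11 genes of megakaryocytes, 13 of B cells, 14 of T and NK cells and 14 immediate early genes at either time, and adjusted over the list alone 1 B cell gene was higher and 1 lower at 48 h. At an unadjusted p there were 0, 2, 5 and 0 at 24 h and 0, 4, 2 and 1 at 48 h, and by the methods' t-test 0, 1, 0 and 2 at 24 h and 0, 4, 2 and 6 at 48 h. The preset calls of glycolysis (mean -0.21) and of immediate early genes (-0.26) at 48 h were lost (adjusted p = 0.696 with an estimated correlation).
The effects of the drugs were compared over all genes. CsA and FK506 at 24 h share their controls, and their log2 fold changes correlated at 0.657 (covariance 0.0116), with a mean of 0.497 (covariance 0.00796) in draws of unchanged groups, 18 of 100 of which had as high a covariance. At 48 h the values were 0.512 and 0.00903, with 36 draws as high in covariance, and 1 gene was called for both, where independent lists give 0.0339. Part of such a correlation may come from the shared controls, which cannot be halved at 3 arrays. Without shared controls, the correlation of CsA at 24 h with FK506 at 48 h was -0.408, of CsA at 48 h with FK506 at 24 h -0.214, and of CsA at 24 h with CsA at 48 h 0.0413, where draws correlated between -0.826 and 0.698. Without the dimmest 50% of genes these were -0.209, -0.0956 and 0.347, where draws correlated between -0.848 and 0.734. The last had a covariance of 0.0142, and that of the highest draw was 0.0127. For CsA at 24 h and 48 h 171 genes were called at both times, where independent lists give 26.4. All comparisons use the same variance per gene, so such lists are not independent and the overlap expected by chance may be higher.
Of 353 genes called for CsA at 48 h and for untreated 24 h against 0 h, 248 (70.3%) went opposite ways. Independent lists would share 164 genes, and these lists share a variance per gene. Of 475 called for CsA at 24 h and for untreated 48 h against 0 h, 232 (48.8%) did.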
